# Butyrate Protects Pancreatic Beta Cells from Cytokine-Induced Dysfunction

**DOI:** 10.3390/ijms221910427

**Published:** 2021-09-27

**Authors:** Michala Prause, Signe Schultz Pedersen, Violeta Tsonkova, Min Qiao, Nils Billestrup

**Keywords:** insulin secretion, beta cell, butyrate, inflammation, cytokines

## Abstract

Pancreatic beta cell dysfunction caused by metabolic and inflammatory stress contributes to the development of type 2 diabetes (T2D). Butyrate, produced by the gut microbiota, has shown beneficial effects on glucose metabolism in animals and humans and may directly affect beta cell function, but the mechanisms are poorly described. The aim of this study was to investigate the effect of butyrate on cytokine-induced beta cell dysfunction in vitro. Mouse islets, rat INS-1E, and human EndoC-βH1 beta cells were exposed long-term to non-cytotoxic concentrations of cytokines and/or butyrate to resemble the slow onset of inflammation in T2D. Beta cell function was assessed by glucose-stimulated insulin secretion (GSIS), gene expression by qPCR and RNA-sequencing, and proliferation by incorporation of EdU into newly synthesized DNA. Butyrate protected beta cells from cytokine-induced impairment of GSIS and insulin content in the three beta cell models. Beta cell proliferation was reduced by both cytokines and butyrate. Expressions of the beta cell specific genes *Ins*, *MafA*, and *Ucn3* reduced by the cytokine IL-1β were not affected by butyrate. In contrast, butyrate upregulated the expression of secretion/transport-related genes and downregulated inflammatory genes induced by IL-1β in mouse islets. In summary, butyrate prevents pro-inflammatory cytokine-induced beta cell dysfunction.

## 1. Introduction

Impaired insulin secretion from pancreatic beta cells is characteristic for type 2 diabetes (T2D), and is the main cause of glucose intolerance. In the pathogenesis of T2D, it is hypothesized that during progression to diabetes, beta cells become dysfunctional and undergo changes into a less mature phenotype as a result of metabolic and inflammatory stress [1,2,3]. This decline in beta cell function is already present in individuals with impaired glucose tolerance and further progresses to severe dysfunction in T2D, without changes in beta cell volume [4]. The dysfunction is characterized by reduced glucose-stimulated insulin secretion (GSIS) capacity and insulin content, and is associated with decreased expression of several beta cell genes known to be important for proper beta cell function [5,6,7]. In addition, pancreata from organ donors with T2D compared to non-diabetic organ donors, showed a 3-fold increase in the number of islet cells that no longer produced any detectable amount of islet hormones. This indicates that an increased number of islet cells have undergone dedifferentiation into a non-functional islet cell phenotype [8].

The mechanisms underlying this dedifferentiation process are not known. However, since T2D is characterized by local low-grade inflammation in the islets of Langerhans, it has been hypothesized that inflammatory signals play a role in this process [6]. In particular, the pro-inflammatory cytokine IL-1β is known to induce beta cell dysfunction and apoptosis [9]. However, most published studies have used short-term exposure to high (cytotoxic) concentrations of IL-1β to induce dysfunction [10,11], which does not resemble the slow onset of beta cell dysfunction in the low-grade inflammation seen in T2D. We have recently shown that the long-term exposure of beta cells to low non-cytotoxic concentrations of pro-inflammatory cytokines such as IL-1β induces a state of dedifferentiation similar to what is observed in T2D [12]. This dysfunction is characterized by diminished GSIS, insulin content, decreased expression of several beta cell-specific genes and epigenetic changes. In particular, IL-1β induces a decrease in histone H3K27 acetylation and H3K4 methylation associated with the transcription start sites of beta cell specific genes [12]. These studies have led to the hypothesis that long-term exposure of beta cells to pro-inflammatory cytokines can induce dedifferentiation and dysfunction through changes in histone modifications, leading to decreased expression of key beta cell genes.

A major goal in diabetes research is to identify means to preserve or enhance beta cell function and thereby improve glucose homeostasis. In the past decade, the gut microbiota has emerged as an important regulator of glucose metabolism [13]. Among others, microbiota-derived metabolites including short chain fatty acids (SCFAs) have been shown to be important regulators of host inflammation and metabolism [14,15,16,17]. The precise mechanism by which the gut microbiota-derived metabolites affect metabolic health is not known, but SCFAs have been shown to directly affect beta cell function [18,19,20,21,22]. Bacteria produce SCFAs from the fermentation of dietary fiber, which may explain the association between high fiber intake and metabolic health [23]. Interestingly, it was recently reported in a large human study that increased production of the SCFA butyrate was associated with improved insulin response after an oral glucose tolerance test [24]. This suggests that butyrate directly affects beta cells and somehow prevents dysfunction. In individuals with T2D, a significant decrease in butyrate-producing bacteria is observed [25]. A positive effect of butyrate has also been reported in diabetic mice [16,17,26,27,28,29], where administration of butyrate lowered blood glucose, increased plasma insulin, and reduced levels of circulating inflammatory cytokines. However, the mechanisms of action are poorly understood at present. While there is ample evidence for the importance of butyrate in metabolic health and glucose metabolism, its exact mechanism and targets are unknown. We here report the in vitro effect and underlying pathways of butyrate on cytokine-induced beta cell dysfunction, mimicking the beta cell fate during the pathogenesis of T2D.

## 2. Results

### 2.1. Butyrate Prevents IL-1β-Induced Impairment of Glucose-Stimulated Insulin Secretion and Insulin Content in Mouse Islets

The effect of butyrate on IL-β-induced dysfunction in beta cells was evaluated by analyzing GSIS and insulin content in mouse islets exposed to combinations of IL-1β (50 pg/mL) and butyrate (0.1–0.2 mM) (Figure 1A,B) for 10 days. As shown previously [12], IL-1β significantly inhibited GSIS and decreased insulin content. Exposure of the islets to 0.2 mM butyrate, but not 0.1 mM butyrate, prevented the detrimental effects of IL-1β on beta cell insulin secretion (Figure 1A) and content (Figure 1B). Butyrate (0.2 mM) alone significantly enhanced GSIS compared to non-exposed control islets. Higher concentrations of butyrate (0.4–0.6 mM) did not further increase GSIS.

Apoptosis, measured as released DNA histone complexes from the nucleus to the cytosol, was not induced by 50 pg/mL IL-1β or 0.2 mM butyrate or the combination compared to non-exposed islets. As a positive control, we included islets exposed to a cytotoxic concentration of 300 pg/mL IL-1β for 48 h (Supplementary Figure S1).

### 2.2. Butyrate Prevents Cytokine-Induced Impairment of Glucose-Stimulated Insulin Secretion in Human EndoC-βH1 and Rat INS-1E Beta Cells

Next, we investigated the effect of butyrate on insulin secretion in other beta cell models. We therefore tested different doses of IL-1β (200–500 pg/mL) combined with INF-γ (2 ng/mL) and TNF-α (2 ng/mL) in the human EndoC-βH1 cell line to determine the combination of cytokines needed to impair insulin secretion (Supplementary Figure S2A) without inducing apoptosis (Supplementary Figure S2B). Since EndoC-βH1 cells show a modest stimulation of insulin release by glucose alone, we included stimulation by forskolin in order to examine a more robust stimulation of secretion. Exposure of human EndoC-βH1 cells to IL-1β (500 pg/mL), INF-γ (2 ng/mL), and TNF-α (2 ng/mL) (cytokine mix) for 7 days significantly diminished GSIS when cells were challenged with 11.2 mM glucose plus 50 μM forskolin (Figure 2A, Supplementary Figure S2A) compared to non-exposed control cells. The chosen cytokine mix did not induce apoptosis in EndoC-βH1 cells but induced a small, yet significant, increase in caspase 3/7 positive cells (Supplementary Figure S2C).

We next exposed EndoC-βH1 cells to butyrate (0.1 or 0.4 mM) in combination with the cytokine mix. The cytokine-induced reduction in insulin secretion in response to 11.2 mM glucose and 50 μM forskolin was abolished when the cells were co-exposed to butyrate (0.1 and 0.4 mM) (Figure 2A). Exposure to butyrate alone also boosted insulin secretion in EndoC-βH1 cells compared to non-exposed cells when cells were challenged with either 2 mM or 11.2 mM glucose alone, or combined with 50 μM forskolin (Figure 2A).

We also tested the effect of butyrate (0.4 mM) on insulin-secreting INS-1E cells exposed to IL-1β for 3 days. The minimal dose of IL-1β (12.5 pg/mL) required to induce dysfunctional INS-1E cells (reduced GSIS and insulin content) without affecting apoptosis was determined by a dose curve experiment (Supplementary Figure S3A–C). Again, butyrate abrogated the negative effect of IL-1β on GSIS (Figure 2B) and reestablished insulin content to control level (Figure 2C). Exposure to butyrate alone affected neither GSIS nor insulin content compared to non-exposed INS-1E cells.

Together, these results show that butyrate significantly prevents impaired GSIS and insulin content induced by non-cytotoxic long-term exposure of IL-1β or cytokines in three different beta cell models. Furthermore, insulin secretion was significantly elevated by butyrate alone when compared to the non-exposed mouse islets and the human EndoC-βH1 beta cell line.

### 2.3. Butyrate Blocks Beta Cell Proliferation in Mouse Islets and EndoC-βH1 Cells

Beta cell proliferation was determined by EdU incorporation into *Pdx1*-positive cells. Intact mouse islets were exposed to 50 pg/mL IL-1β, 0.2 mM butyrate, or left un-exposed for 10 days. Under basal conditions, the beta cell proliferation rate was determined to be 1.7% (Figure 3A,B). The proliferation rate dropped significantly to 0.2%, 0.06%, and 0.02% in islets exposed to IL-1β, IL-1β and butyrate or butyrate alone, respectively. Proliferation data from the EndoC-βH1 cell line showed a similar trend: basal proliferation was significantly reduced by low non-cytotoxic doses of cytokines, 0.1 or 0.4 mM butyrate alone, or the combination with cytokines (Figure 3C).

### 2.4. Butyrate Does Not Affect Beta Cell Mature Gene Expression

We have recently shown that IL-1β-mediated beta cell dysfunction is associated with global gene expression changes, and in particular by changes in the expression of genes associated with mature beta cell function [12]. We therefore analyzed if the effect of butyrate on insulin secretion was associated with changes in the expression of beta cell maturity genes. We examined gene expression by qPCR of the selected genes *Ins1*, *Ins2*, *MafA*, *Pdx1*, and *Ucn3* in mouse islets (Figure 4A–E). IL-1β (50 pg/mL) significantly reduced the expression of *Ins2* (Figure 4B), *MafA* (Figure 4C), and *Ucn3* (Figure 4E) in the mouse islets compared to the control islets. Exposure to butyrate did not affect IL-1β-induced changes in mRNA expression (Figure 4A–E).

In EndoC-βH1 cells, no regulation of the selected beta cell genes by cytokines was observed when compared to non-exposed control cells (Figure 5A–E). However, butyrate significantly increased the expression of the *INS* gene (Figure 5A). In contrast, a significant reduction in *MAFA* mRNA in response to cytokines combined with butyrate was observed (Figure 5B). Expression of the proliferation marker *KI67* was significantly decreased by the cytokine mix alone or when it was combined with butyrate (Figure 5E).

### 2.5. Butyrate Affects IL-1β Regulated Gene Expression in Mouse Islets

In order to further characterize the effects of butyrate on IL-1β-induced dysfunction, we analyzed global gene expression in mouse islets by RNA-sequencing (RNA-seq). RNA was isolated from mouse islets exposed for 10 days to IL-1β (50 pg/mL) and/or butyrate (0.2 mM) and from the control islets (Figure 6). 

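RNA from islets of male mice was sequenced in 16 libraries, with 4 independent experiments, numbered as replicates 1 to 4, for each of the 4 conditions control, IL-1β, IL-1β plus butyrate, and butyrate. Islets are the clusters of endocrine cells of the pancreas that hold the insulin-secreting beta cells, IL-1β is a pro-inflammatory cytokine and butyrate is a short chain fatty acid made by gut bacteria. Each library came from 500 islets pooled from several mice. The paper names the strain as C57BL/6NRj, while the sample labels name it as C57BL/6JRj. The authors mapped the single-end reads to the mouse genome GRCm38 with STAR and deposited the number of reads counted on each gene, as whole numbers and without normalization. The paper's text does not name the annotation release, the strand setting of the counting or a filter on the reads. Of the 52636 genes in the table, 10560 had no count in any library, and 52489 identifiers were found in the GENCODE M21 annotation, which gave the symbols and the positions on GRCm38. Total counts per library ranged from 21311240 to 24822759 in control islets (median 22763380) and from 18635943 to 25955943 with IL-1β (median 20062552). They ranged from 19713325 to 23688084 with IL-1β plus butyrate (median 22845810) and from 20148282 to 23633666 with butyrate (median 22113382). Genes with low counts were removed with edgeR's filterByExpr, which left 18587 genes, and the counts were scaled with edgeR's TMM method. CPM are edgeR's counts scaled by these effective library sizes and are given as means ± SD over the 4 libraries of a condition. One model with the 4 conditions was fitted to all 16 libraries, and edgeR's quasi-likelihood test gave log2 fold changes and F statistics. Standard errors (SE) were derived from them, as the size of the log2 fold change over the square root of F. The p-values were adjusted by the Benjamini-Hochberg method over the genes tested, which gives the edgeR FDR, and a gene with an edgeR FDR under 0.01, the threshold of the paper, was counted as changed, raised or lowered. The paper used DESeq2 and its text gives no design formula. Lists of genes set before the counts were read, of which those of Figures 7B and 7C were chosen by the study on these samples, were tested with the camera test of the limma package, at a preset correlation of 0.01 between genes, and the p-values were adjusted over 87 tests of 29 lists in 3 comparisons, which gives the camera FDR. Where all libraries of a condition had at most 3 counts of a gene, a fold against that condition is given as a lower bound computed from 3 counts. The reads carried no molecular identifiers, so such limits cover counting error only.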

The expression profiles were clearly different between the four conditions of islet exposure as shown in the principal component analysis (PCA) plot, in which four clusters appeared from the four independent experiments (Figure 6A). 

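Principal components were computed from log2 CPM, with a prior count of 2, of the 1000 genes with the largest variance over the 16 libraries. The first component held 60.5% of the variance and the second 23.0%, against 5.29% for the third. On the first component the libraries with IL-1β lay between 27.3 and 31.9 and those with IL-1β plus butyrate between 22.0 and 30.6, whereas the control libraries lay between -30.4 and -26.8 and those with butyrate between -29.9 and -23.4. The second component parted the libraries by butyrate, with scores from 15.8 to 18.7 for control, 14.8 to 20.3 for IL-1β, -20.4 to -15.0 for IL-1β plus butyrate and -18.7 to -14.6 for butyrate. The 4 replicates of each condition were thus closer to each other on these 2 components than to any library of another condition. The choice of genes moved the first share most, to 38.2% with all tested genes.

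**Figure D1:**
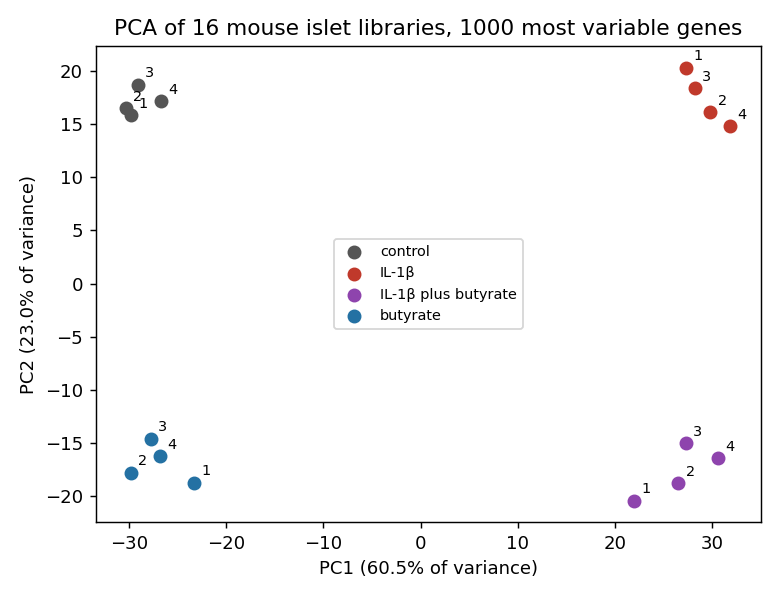
Scores of the 16 mouse islet libraries on the first and second principal components, coloured by condition and numbered by replicate. The 4 conditions take the 4 corners of the plot, with IL-1β along the first axis and butyrate along the second.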

First, we analyzed how butyrate affected IL-1β regulated gene expression. IL-1β significantly affected the expression of 3289 genes (17%), of which 2203 genes were upregulated and 1086 genes were downregulated (FDR < 0.01). 

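Of the 18587 genes tested, 3311 (17.8%) changed with IL-1β against control at an edgeR FDR under 0.01, of which 2087 were raised and 1224 were lowered. At least a 2-fold change was seen for 752 of them, 652 raised and 100 lowered, and the median size of the log2 fold change among the changed genes was 0.46. The share of raised genes among the changed ones was 63.0%. This share moved with the scaling. It was 51.5% with upper-quartile normalization, which called 1914 raised and 1800 lowered genes. With library size as the only scaling it was 79.8%, from 2798 raised and 708 lowered genes. With DESeq2 in place of edgeR, 3260 genes changed, of which 2184 were raised and 1076 lowered, and 3088 genes were among those called by edgeR. Leaving out each library in turn gave 2758 to 3338 changed genes. With the replicate number as a block, 4537 genes changed, of which 2586 were raised and 1951 lowered.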

Butyrate normalized the expression of 759 IL-1β regulated genes (23%) of which 591 genes were upregulated and 168 genes were downregulated (Figure 6B). 

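In the presence of IL-1β, butyrate changed 3629 genes (19.5% of those tested) at an edgeR FDR under 0.01, with 1563 raised and 2066 lowered in IL-1β plus butyrate against IL-1β. Which direction held more genes depended on the scaling, as upper-quartile normalization called 2137 raised and 1566 lowered genes. Genes were counted as normalized when both comparisons called them in opposite directions. Of the genes raised by IL-1β, 539 (25.8%) were lowered by butyrate, and of those lowered by IL-1β, 202 (16.5%) were raised by butyrate, together 741 genes or 22.4% of the genes changed by IL-1β. Butyrate also raised 237 genes further that IL-1β had raised and lowered 190 genes further that IL-1β had lowered. At the median of the 539 genes, 82.3% of the IL-1β effect on the log2 scale was reversed, and 337 of them no longer differed from control in IL-1β plus butyrate, whereas 163 were still above control and 39 were below it. At the median of the 202 genes the reversal was 104%, and 165 no longer differed from control. Both comparisons use the same IL-1β libraries, which could create such pairs of calls, so counts were simulated with an IL-1β effect but without a butyrate effect. In 20 simulations, at most 1 gene was normalized in either direction. These simulations called at most 2 genes in the second comparison at all, where the data gave 3629. The cut-off on the unadjusted p is looser where more genes are called. The simulations thus do not show how many such pairs the shared libraries add at the cut-off of the data. Among the other scalings, the count of 202 genes moved most with upper-quartile normalization, to 365, and it was 112 with library size as the only scaling. With the replicate number as a block the counts were 840 and 375. Single libraries also weighed on it, as it was 121 without IL-1β plus butyrate replicate 3 and 133 without IL-1β replicate 3.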

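*Nos2* (ENSMUSG00000020826, chromosome 11 from 78920787 to 78960254) encodes the inducible nitric oxide synthase and had 0 to 2 counts per library in control islets and 26 to 58 with IL-1β, at least 13.8-fold more. With IL-1β plus butyrate it had 3 to 9 counts, and its CPM fell from 1.85 ± 0.45 to 0.207 ± 0.12 (SD, n = 4), a log2 fold change of -3.13 (SE 0.40, edgeR FDR = 1.1e-06). *Gpx2* (ENSMUSG00000042808, chromosome 12 from 76792333 to 76795554), which encodes a glutathione peroxidase, had a CPM of 60.9 ± 6.7 in control islets, 89.3 ± 16 with IL-1β and 11.4 ± 0.89 with IL-1β plus butyrate. Its log2 fold change was 0.55 (SE 0.11, edgeR FDR = 0.0010) with IL-1β against control, a call lost in 1 of 25 alternatives, in which the adjusted p ranged from 3.0e-11 to 0.012. It was -2.96 (SE 0.12, edgeR FDR = 1.9e-10) with butyrate in the presence of IL-1β. The combination thus lay below control for *Gpx2*, by a log2 fold change of -2.41 (SE 0.13, edgeR FDR = 4.8e-10). The somatostatin receptor gene *Sstr5* (ENSMUSG00000050824, chromosome 17 from 25489875 to 25497288) had a CPM of 0.683 ± 0.17 in control islets, 2.48 ± 0.84 with IL-1β and 0.373 ± 0.089 with IL-1β plus butyrate. Its log2 fold changes were 1.85 (SE 0.26, edgeR FDR = 2.5e-06) with IL-1β and -2.73 (SE 0.28, edgeR FDR = 3.8e-08) with butyrate in its presence. By the size of the butyrate effect, *Nos2*, *Gpx2* and *Sstr5* ranked 2, 3 and 4 among the 539 genes, after *Fcrls* (ENSMUSG00000015852), with a log2 fold change of -3.15 (SE 0.33, edgeR FDR = 3.7e-06).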

Among the IL-1β upregulated genes, those most downregulated by butyrate were *Nos2*, *Gpx2*, and *Sstr5* (Figure 6C). 

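*Ndrg2* (ENSMUSG00000004558, chromosome 14 from 51905271 to 51914158) had a CPM of 0.574 ± 0.30 in control islets, 0.212 ± 0.082 with IL-1β and 1.74 ± 0.14 with IL-1β plus butyrate (SD, n = 4). Its log2 fold change was -1.39 (SE 0.40, edgeR FDR = 0.00996) with IL-1β, next to the threshold. This call was lost in 16 of 23 alternatives, with adjusted p from 0.0024 to 0.089 (the highest without control replicate 4). With butyrate in the presence of IL-1β it was 2.97 (SE 0.33, edgeR FDR = 1.2e-07), the largest rise among the 202 genes. *Lingo3* (ENSMUSG00000051067, chromosome 10 from 80832801 to 80844039) came after it, with a log2 fold change of 2.59 (SE 0.23, edgeR FDR = 1.2e-08) from a CPM of 0.825 ± 0.23 to one of 5.07 ± 0.56, against 1.69 ± 0.77 in control islets. The fall of *Lingo3* with IL-1β, of -1.0 on the log2 scale (SE 0.28, edgeR FDR = 0.0079), lost its call in 12 of 25 alternatives, with adjusted p from 8.9e-05 to 0.045 (the highest without control replicate 3). *Lama5* (ENSMUSG00000015647, chromosome 2 from 180176373 to 180225859), which encodes a laminin chain, ranked 3 with a log2 fold change of 2.45 (SE 0.10, edgeR FDR = 2.2e-16), its CPM going from 4.42 ± 0.61 to 24.4 ± 1.7, against 6.15 ± 0.50 in control islets. With IL-1β against control it was -0.46 (SE 0.11, edgeR FDR = 0.0025), and 4 of 25 alternatives lost the call, with adjusted p from 0.00030 to 0.024. The combination exceeded control for each of the 3 genes, by a log2 fold change of 1.58 for *Ndrg2* (edgeR FDR = 3.2e-05), 1.58 for *Lingo3* (edgeR FDR = 1.0e-06) and 1.98 for *Lama5* (edgeR FDR = 6.1e-16).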

*Ndrg2*, *Lingo3*, and *Lama5* were some of the IL-1β downregulated genes most upregulated by butyrate (Figure 6D). In agreement with the qPCR results, butyrate had no effect on beta cell maturity genes, which were downregulated by IL-1β (data not shown). 

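The 7 beta cell maturity genes tested, among them *Ins1*, *Ins2*, *Mafa* and *Ucn3*, had a median log2 fold change of -0.72 with IL-1β against control (camera FDR = 9.4e-06). With butyrate in the presence of IL-1β the median was -0.13 (camera FDR = 0.16), with 2 lowered over all genes, and 3 lowered and 1 raised when adjusted over the list alone. *Ins2* (ENSMUSG00000000215, chromosome 7 from 142678656 to 142743381) fell with IL-1β by 0.72 on the log2 scale (SE 0.08, edgeR FDR = 2.3e-07) and had a log2 fold change of 0.01 (SE 0.08, edgeR FDR = 0.96) with butyrate in its presence. *Ucn3* (ENSMUSG00000044988, chromosome 13 from 3940688 to 3945349) went from a CPM of 313 ± 12 in control islets to 140 ± 6.5 with IL-1β and 128 ± 11 with IL-1β plus butyrate (SD, n = 4), log2 fold changes of -1.16 (SE 0.05, edgeR FDR = 8.7e-16) and -0.13 (SE 0.05, edgeR FDR = 0.065). *Pdx1* (ENSMUSG00000029644, chromosome 5 from 147269959 to 147275848) had a CPM of 210 ± 8.1, 157 ± 5.3 and 174 ± 10, with a log2 fold change of -0.42 (SE 0.05, edgeR FDR = 8.3e-08) with IL-1β and 0.16 (SE 0.05, edgeR FDR = 0.015) with butyrate in its presence. The second was called in 6 of 25 alternatives, the looser cut-off of 0.05 included (adjusted p from 0.00077 to 0.088). Butyrate in the presence of IL-1β lowered *Ins1* (ENSMUSG00000035804, chromosome 19 from 52264297 to 52265476) further, with a log2 fold change of -0.40 (SE 0.07, edgeR FDR = 6.3e-05) after -0.26 (SE 0.07, edgeR FDR = 0.0051) with IL-1β, a call that 5 of 25 alternatives lost (adjusted p from 3.9e-07 to 0.030, the highest without IL-1β replicate 4). *Mafa* (ENSMUSG00000047591, chromosome 15 from 75745490 to 75748228) had a CPM of 396 ± 30, 222 ± 37 and 130 ± 34 in these 3 conditions. Its log2 fold changes were -0.84 (SE 0.18, edgeR FDR = 0.0034) with IL-1β and -0.77 (SE 0.18, edgeR FDR = 0.0062) with butyrate in its presence, calls that 4 and 7 of 25 alternatives lost, with adjusted p up to 0.013 and 0.047. Against control islets, butyrate alone did not change *Ins1* (-0.02, edgeR FDR = 0.90) or *Mafa* (-0.03, edgeR FDR = 0.92), but the difference between the butyrate effects with and without IL-1β was not past the threshold for either (edgeR FDR = 0.11 and 0.46). Of all 29 camera calls at an FDR under 0.01, 28 held with the fry test, and 2 held when the correlation between genes was estimated from the data, both for the genes of Figure 7B, which the study chose on these samples.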

To further investigate the characteristics of the IL-1β regulated genes normalized by butyrate, we performed a gene ontology (GO) analysis. Interestingly, butyrate significantly downregulated genes enriched in inflammatory pathways that were induced by IL-1β, while the GO analysis revealed only the smaller effects of butyrate on IL-1β downregulated genes (Figure 7A). 

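The Gene Ontology sets of the paper were not at hand, so 6 Reactome sets were tested for overrepresentation among the normalized genes with a one-sided Fisher's exact test against the 18587 genes tested, adjusted over 12 tests. Of the 437 genes of the innate immune system set, 36 were among the 539 genes raised by IL-1β and lowered by butyrate, where 12.7 would follow from the sizes of the sets (odds ratio 3.19, Fisher FDR = 2.4e-07). For cytokine signaling, 12 of 197 genes were among them (odds ratio 2.28, Fisher FDR = 0.030), and for transmembrane transport 22 of 409 (odds ratio 1.98, Fisher FDR = 0.016). Cytokine signaling passed an FDR of 0.01 with the replicate number as a block (odds ratio 3.19, Fisher FDR = 1.9e-05). Transmembrane transport did with DESeq2 (odds ratio 2.14, Fisher FDR = 0.0045). Both did without a filter on low counts (Fisher FDR = 1.1e-07 and 8.5e-08) and with genes called at an adjusted p under 0.05 (Fisher FDR = 1.6e-05 and 0.0051). Among the 202 genes lowered by IL-1β and raised by butyrate, 3 of the innate immune genes were found (odds ratio 0.725), while 8 of 207 neuronal system genes (odds ratio 3.98, Fisher FDR = 0.012) and 11 of 409 transmembrane transport genes (odds ratio 2.71, Fisher FDR = 0.016) were, neither past an FDR of 0.01. Both passed it without a filter on low counts (odds ratios 7.61 and 4.75, Fisher FDR = 8.4e-05 and 0.00032), and in no other alternative. Dropping the filter widened the background from 18587 to 42076 genes, and added genes outside both the set and the normalized genes raise any odds ratio. For the cell cycle set among the genes raised and then lowered it went from 0.932 to 2.25 (Fisher FDR = 0.0067). Passes without the filter are thus weak evidence. Genes raised by IL-1β are themselves rich in immune genes, and with the 2087 genes raised by IL-1β as the background the odds ratio was 1.18 for the innate immune set (Fisher FDR = 0.59) and 1.32 for transmembrane transport (Fisher FDR = 0.57), and it fell under 1 for cytokine signaling (0.615, 12 genes where 17.8 would follow). With the 1224 genes lowered by IL-1β as the background, the neuronal set had 2.04 (Fisher FDR = 0.54) and transmembrane transport 1.54 (Fisher FDR = 0.57). As whole sets, the innate immune genes had a median log2 fold change of 0.11 with IL-1β (camera FDR = 4.9e-08), with 125 raised, and of -0.06 with butyrate in its presence (camera FDR = 0.016), with 78 lowered and 38 raised. The cytokine signaling genes had medians of 0.16 (camera FDR = 2.5e-09), with 69 raised, and -0.03 (camera FDR = 0.29), with 27 lowered and 13 raised, and the second median was 0.02 with upper-quartile normalization.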

Butyrate downregulated IL-1β upregulated pro-inflammatory genes encoding cytokines, chemokines, enzymes producing pro-inflammatory mediators *Nos2* (iNOS), *Ptgs1/2* (Cox1/2), *Cybb* (Nox2), the immunoproteasome subunits *Psmb8* (β5i), *Psmb9* (β1i), *Psmb10* (β2i), *Psme1* (PA28α), and *Psme2* (PA28β) (Figure 7B, Supplementary Figure S4 and Table S1). In contrast, IL-1β upregulated genes normalized by butyrate were associated with secretion/transport, among other ion transporters such as potassium transporters *Kcnk3*, *Kcnq2*, *Kcnj11*, *Kcnf1*, *Kcnh2* (Figure 7A,C, Supplementary Table S1). 

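The 24 genes drawn in Figure 7B had a median log2 fold change of 1.32 with IL-1β (camera FDR = 2.6e-24), with 22 raised over all genes and 24 adjusted over the list alone, and of -0.87 with butyrate in its presence (camera FDR = 2.2e-16), with 23 lowered by either count. The study chose these genes on the same samples, so neither the camera FDR nor the counts are independent evidence, and the immunoproteasome genes below are among them. The median is unchanged when *Nos2* and *Ccl20*, which were at the floor in control islets, are set to their lower bounds, since both stay above it. The 5 immunoproteasome genes had medians of 0.96 with IL-1β (camera FDR = 2.5e-09), with all 5 raised, and -0.40 with butyrate in its presence (camera FDR = 1.1e-05), with all 5 lowered, counts that were the same adjusted over the list alone. *Psmb10* (ENSMUSG00000031897, chromosome 8 from 105935735 to 105938444) went from a CPM of 13.3 ± 0.75 in control islets to 34.5 ± 3.6 with IL-1β and 15.1 ± 0.97 with IL-1β plus butyrate (SD, n = 4), log2 fold changes of 1.38 (SE 0.08, edgeR FDR = 4.9e-14) and -1.19 (SE 0.07, edgeR FDR = 3.2e-12). *Psmb8*, whose exons overlap those of Gm20496, rose from 7.18 ± 0.75 to 18.5 ± 1.9 and stood at 14.1 ± 1.1 with IL-1β plus butyrate, log2 fold changes of 1.37 (edgeR FDR = 1.8e-12) and -0.40 (edgeR FDR = 0.00049). For *Psmb9*, which overlaps Tap1, they were 0.96 (edgeR FDR = 7.0e-09) and -0.50 (edgeR FDR = 0.00011), for *Psme1*, which overlaps Emc9, 0.78 (edgeR FDR = 1.7e-11) and -0.38 (edgeR FDR = 6.3e-06), and for *Psme2* 0.64 (edgeR FDR = 9.2e-10) and -0.34 (edgeR FDR = 3.4e-05).

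**Figure D2:**
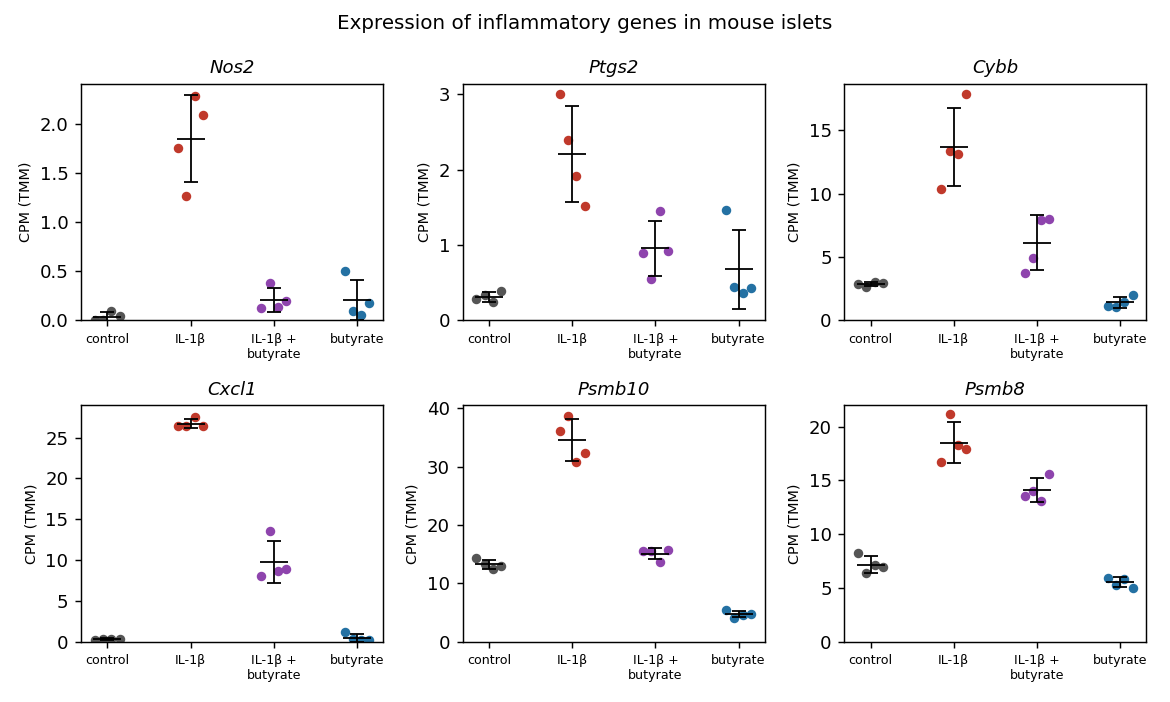
CPM (TMM) of 6 inflammatory genes by condition, with points for single libraries and bars for the mean ± SD of 4. All 6 genes are highest with IL-1β, and with IL-1β plus butyrate their means lie between those of IL-1β and control.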

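The 22 genes drawn in Figure 7C had a median log2 fold change of -0.30 with IL-1β against control (camera FDR = 3.6e-14), with 21 lowered over all genes and 22 adjusted over the list alone, and of 0.36 with butyrate in the presence of IL-1β (camera FDR = 9.7e-15), with 20 raised over all genes and 22 adjusted over the list alone. These genes too were chosen by the study on these samples, so the camera FDR and the counts are not independent evidence. *Kcnj11*, which encodes a subunit of the ATP-sensitive potassium channel, had log2 fold changes of -0.27 (edgeR FDR = 4.3e-05) with IL-1β and 0.22 (edgeR FDR = 0.00061) with butyrate in its presence. For *Kcnk3*, whose exons overlap Gm9899, they were -0.32 (edgeR FDR = 0.0038, a call lost in 6 of 25 alternatives, adjusted p 7.0e-05 to 0.027) and 0.51 (edgeR FDR = 2.4e-05). *Kcnh2* had -0.19 with IL-1β (edgeR FDR = 0.0045), which 7 of 25 alternatives did not call (adjusted p 0.00047 to 0.095), and 0.28 with butyrate in its presence (edgeR FDR = 9.8e-05). The largest fall among these 4 potassium channel genes was that of *Kcnf1* (ENSMUSG00000051726, chromosome 12 from 17172100 to 17176888), from a CPM of 17.5 ± 4.5 in control islets to 3.95 ± 1.5 with IL-1β (SD, n = 4), a log2 fold change of -2.16 (SE 0.27, edgeR FDR = 3.9e-05). With IL-1β plus butyrate its CPM was 7.61 ± 1.7, a log2 fold change of 0.95 against IL-1β (SE 0.30, edgeR FDR = 0.027), which was past the threshold with DESeq2 (adjusted p = 0.0023) and lay between 1.4e-08 and 0.088 over 25 alternatives. The potassium channel genes as a family went both ways, with 15 of 64 raised and 5 lowered by butyrate in the presence of IL-1β (17 and 5 adjusted over the list alone) and a median of 0.17 (camera FDR = 0.081).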

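The Figure 7C genes had a median log2 fold change of 0.24 in islets with butyrate alone against control (camera FDR = 1.7e-11), and the highest gene had 2.25. Of the 22 genes, 15 were raised over all genes tested and 16 adjusted over the list alone, and none was lowered. *Kcnf1* rose to a CPM of 35.6 ± 5.9 (SD, n = 4), a log2 fold change of 1.02 (SE 0.21, edgeR FDR = 0.0020) that lost its call in 1 of 25 alternatives (adjusted p 2.1e-14 to 0.011). *Kcnk3* had 0.30 (edgeR FDR = 0.0052, lost in 5 of 25, adjusted p 0.00010 to 0.040) and *Kcnh2* 0.20 (edgeR FDR = 0.0025, lost in 4 of 25, adjusted p 0.00022 to 0.015). *Kcnj11* (0.08, edgeR FDR = 0.18) was not changed by butyrate alone.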

Compared to non-exposed islets, butyrate alone also upregulated several of the transport-associated genes (Figure 7C). 

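Of the 741 normalized genes, 382 (51.6%) were changed in the same direction by butyrate alone against control, 272 of the 539 genes lowered and 110 of the 202 genes raised by butyrate in the presence of IL-1β, and 1 was changed in the opposite direction. Across the 18587 genes tested, the log2 fold changes with butyrate alone and with butyrate in the presence of IL-1β, which share no libraries, had a Pearson correlation of 0.737 and a Spearman correlation of 0.689. Genes are not independent replicates, so no p-value is given, but with counts simulated without a butyrate effect the correlation lay between -0.03 and 0.03 in 20 draws of each kind. The correlation rests on the genes with enough counts, as it was 0.157 without a filter on low counts and 0.845 for genes with at least 10 counts in every library. With libraries of one replicate number at a time it was 0.443 to 0.539.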

In general, many of the IL-1β regulated genes normalized by butyrate were also regulated by butyrate alone (Supplementary Figure S5).

### 2.6. Butyrate Inhibits Cell Cycle Related Genes and Upregulates Transport-Associated Genes

Since we observed significant effects of butyrate on beta cell proliferation and insulin secretion, we investigated which pathways were affected by butyrate alone compared to control islets by GO analysis (Figure 7B,C and Figure 8A,B). 

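In islets with butyrate alone against control, 3697 of the 18587 genes tested (19.9%) passed an edgeR FDR of 0.01, of which 1585 were raised and 2112 were lowered. A change of at least 2-fold was found for 549 of them, 282 raised and 267 lowered. The raised genes made up 42.9% of the changed ones, and 58.5% with upper-quartile normalization, which called 2207 raised and 1566 lowered genes. Fits without one library called 2905 to 3915 genes, the fewest without butyrate replicate 2. The largest rise among the raised genes was that of *Pianp*, with a log2 fold change of 3.52 (SE 0.22, edgeR FDR = 2.3e-12), and the largest fall that of *Pbk*, a kinase gene of dividing cells, with -3.48 (SE 0.41, edgeR FDR = 2.5e-05).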

A total of 3721 genes (19.1%) were significantly (FDR < 0.01) regulated (1540 up and 2181 down) by butyrate (Figure 6B). 

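With butyrate alone, the 207 tested genes of the Reactome neuronal system set had a median log2 fold change of 0.07 (camera FDR = 0.25), with 39 raised and 25 lowered, and 39 and 26 adjusted over the list alone. The 409 transmembrane transport genes had a median of 0.02 (camera FDR = 0.84), with 48 raised and 54 lowered (49 and 60 adjusted over the list alone), and the 292 solute carrier genes one of 0.04 (camera FDR = 0.43), with 37 raised and 39 lowered (41 and 39 adjusted over the list alone). Of the 64 potassium channel genes, 19 were raised and 8 lowered, with a median of 0.17 (camera FDR = 0.13). Neither direction was past the camera threshold for these lists, which hold other genes than the Gene Ontology sets of the paper. The 59 histone genes had a median of 0.07 (camera FDR = 1.0), with 6 raised and 5 lowered.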

GO analysis showed that upregulated genes were related to the pathways involved in cell projection, organization, neurons, and transport, whereas downregulated genes showed involvement in cell cycle regulation and chromosome organization (Figure 8B, Supplementary Table S2). In total, 55 out of 123 genes in the cell cycle KEGG pathway were reduced by butyrate (Supplementary Figure S6). These results support our findings that butyrate inhibits beta cell proliferation by regulating key cell cycle genes (Figure 3).

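The 54 G2/M phase genes and 43 S phase genes of the Seurat package served as lists of cell cycle genes, since the KEGG pathway was not at hand. With butyrate alone against control, the G2/M genes had a median log2 fold change of -1.99 (camera FDR = 2.1e-26), with 48 lowered and 1 raised (49 and 1 adjusted over the list alone), and the S phase genes one of -0.68 (camera FDR = 2.3e-15), with 31 lowered (31 lowered and 1 raised adjusted over the list alone). The 459 tested genes of the Reactome cell cycle set had a median of -0.17 (camera FDR = 4.9e-13), with 178 lowered and 11 raised (196 and 14 adjusted over the list alone). With the correlation between genes estimated from the data, which moved these results most, the camera FDR was 0.089 for G2/M, 0.089 for S phase and 0.021 for the Reactome set. The mean log2 CPM of the G2/M genes was 2.97 to 3.73 in control libraries and 1.64 to 2.04 with butyrate, and that of the S phase genes 3.02 to 3.47 and 2.38 to 2.59, without overlap. *Mki67* (ENSMUSG00000031004, chromosome 7 from 135689784 to 135716361), which encodes the proliferation marker Ki67, had a CPM of 44.2 ± 16 in control islets and 4.64 ± 2.2 with butyrate (SD, n = 4), a log2 fold change of -3.26 (SE 0.41, edgeR FDR = 5.6e-05). In the presence of IL-1β, butyrate lowered 44 of the G2/M genes (median -1.25, camera FDR = 2.5e-19), 21 of the S phase genes (median -0.45, camera FDR = 5.0e-07) and 135 of the Reactome genes (median -0.13, camera FDR = 2.3e-08). IL-1β alone lowered 13 of the S phase genes (median -0.27, camera FDR = 3.4e-07) and 7 of the G2/M genes (median -0.48, camera FDR = 1.1e-05, fry FDR = 0.051). The paper takes its Gene Ontology analysis and the reduced KEGG pathway genes (Supplementary Figure S6) as support for its proliferation finding of Figure 3. It describes butyrate as inhibiting proliferation through regulation of key cell cycle genes.

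**Figure D3:**
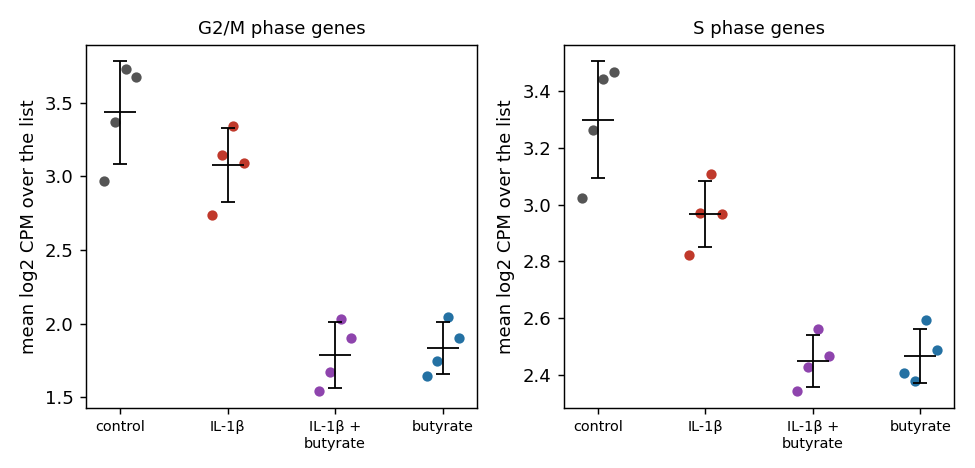
Mean log2 CPM over the G2/M phase genes and over the S phase genes by condition, with points for single libraries and bars for the mean ± SD of 4; the vertical axes do not start at 0. Every library with butyrate lies below every library without it in both panels.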

Together, the RNA-seq results suggest that butyrate has an anti-inflammatory role in IL-1β-induced dysfunction and normalizes or further upregulates the expression of secretion/transport-associated genes, while cell cycle related genes are inhibited.

## 3. Discussion

In this study, we investigated the effect of the SCFA, butyrate, on beta cell function in presence and absence of inflammatory stress induced by long-term exposure to non-cytotoxic concentrations of cytokines, which resembles the slow onset of inflammation in T2D [12]. We showed that butyrate protected beta cells from cytokine-induced impairment of GSIS and reduced insulin content in three different beta cell models; isolated mouse islets, human EndoC-βH1 beta cells and rat insulinoma INS-1E beta cells. The effects of butyrate were associated with changes in pro-inflammatory and secretion/transport-related gene expression.

In line with our previous study [12] and other studies [6], exposure of beta cells to pro-inflammatory cytokines induced a state of dedifferentiation. This was characterized by impaired insulin secretion, reduced proliferation and decreased expression of beta cell specific genes such as *Ins1*, *Ins2*, and *MafA* in mouse islets. Surprisingly, none of the beta cell genes *INS*, *MAFA*, *PDX1*, or *UCN3* were affected in EndoC-βH1 cells exposed to the non-cytotoxic cytokine mix for 7 days. However, *IAPP* (data not shown), which is known to associate with impaired insulin secretion and reduced functionality of the pancreatic islets in T2D patients [30], was significantly increased. These data, combined with GSIS data, indicate that the cytokine mix dose used in the EndoC-βH1 cells was sufficient to induce dysfunctional beta cells. In our previous study, we showed that the reduced expression of beta cell-specific genes correlated with histone modifications, mostly acetylation, near the transcription start site of the affected genes, and the function was restored after removal of the cytokines [12]. This indicates that the changes are reversible, which has also been demonstrated by others [6,31]. As butyrate is known to act as a histone deacetylase (HDAC) inhibitor [32], and HDAC inhibitors positively influence beta cell function [33,34,35,36], we hypothesized that the protective role of butyrate could be to modify the chromatin environment around beta cell specific genes through HDAC inhibition. However, in mouse islets, butyrate did not reverse the IL-1β inhibited expression of genes such as *Ins1*, *Ins2*, *Ucn3*, *MafA*, *Glut2* (*Slc2a2*), *Gck*, or other beta cell-specific transcription factors, suggesting that other genes or pathways may explain the positive effects by butyrate on beta cell function.

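*Slc2a2* (ENSMUSG00000027690, chromosome 3 from 28697903 to 28731359) had a CPM of 518 ± 19 in control islets, 312 ± 35 with IL-1β and 252 ± 34 with IL-1β plus butyrate (SD, n = 4). Its log2 fold change was -0.73 (SE 0.08, edgeR FDR = 2.6e-06) with IL-1β and -0.31 (SE 0.09, edgeR FDR = 0.011) with butyrate in its presence, which 5 of 25 alternatives called (adjusted p from 0.00056 to 0.043). In IL-1β plus butyrate against control, the log2 fold change was -1.04 for *Slc2a2* (edgeR FDR = 1.7e-08), -1.29 for *Ucn3*, -1.61 for *Mafa*, -0.71 for *Ins2*, -0.67 for *Ins1* and -0.27 for *Pdx1*. A wider list of 20 beta cell identity genes, which holds these genes as well as transcription factors such as *Nkx6-1*, *Nkx2-2*, *Neurod1* and *Pax6*, had a median of -0.27 with IL-1β (camera FDR = 0.0010), with 12 lowered and 5 raised by either adjustment. With butyrate in its presence the median was -0.11 (camera FDR = 0.23), with 4 lowered and 2 raised (5 and 3 adjusted over the list alone), and with butyrate alone it was 0.06 (camera FDR = 0.29).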

In contrast, butyrate downregulated several IL-1β-induced inflammatory genes encoding chemokines, interleukins, immunoproteasome subunits, and enzymes producing inflammatory mediators. 

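*Cxcl1* (ENSMUSG00000029380, chromosome 5 from 90891241 to 90893115) rose from a CPM of 0.320 ± 0.092 in control islets to 26.7 ± 0.58 with IL-1β (SD, n = 4), a log2 fold change of 6.34 (SE 0.29, edgeR FDR = 7.0e-11), and fell to 9.78 ± 2.6 with IL-1β plus butyrate, a log2 fold change of -1.45 (SE 0.16, edgeR FDR = 6.7e-06). *Cxcl10*, whose exons overlap those of Art3, had 27 to 37 counts per library with IL-1β and 10 to 22 with IL-1β plus butyrate, and its log2 fold changes were 1.27 (SE 0.27, edgeR FDR = 0.00081) and -0.99 (SE 0.27, edgeR FDR = 0.0054), the second lost in 4 of 24 alternatives (adjusted p from 0.0022 to 0.026, the highest without IL-1β plus butyrate replicate 3). *Ccl20* (ENSMUSG00000026166) had 0 to 1 counts in control libraries and was at least 48.1-fold higher with IL-1β, and butyrate took its CPM from 6.44 ± 1.3 to 3.20 ± 0.94, a log2 fold change of -1.0 (SE 0.18, edgeR FDR = 0.00020). *Il1b*, which overlaps Il1bos, had log2 fold changes of 1.02 (SE 0.18, edgeR FDR = 7.8e-05) and -1.41 (SE 0.19, edgeR FDR = 1.9e-06). The 16 chemokine ligand genes tested had medians of 0.80 with IL-1β (camera FDR = 0.00019), with 7 raised, and -0.33 with butyrate in its presence (camera FDR = 0.0054), with 5 lowered, the same counts as adjusted over the list alone. The calls were lost in 2 and 5 of 25 alternatives, and in genes with at least 10 counts in every library the medians were 0.083 (camera FDR = 0.048) and -0.17 (camera FDR = 0.24). The 15 interleukin genes had medians of 0.19 (camera FDR = 0.22), with 2 raised, and -0.07 (camera FDR = 0.46), with 2 lowered and 1 raised by either adjustment.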

Other studies have also reported on the anti-inflammatory properties of butyrate, which are thought to be mediated through inhibition of NFκB [37,38,39,40]. In vivo downregulation of chemokines such as *Cxcl1* and *Cxcl10* may be important to reduce the recruitment and activation of immune cells, thereby reducing islet inflammation and improving beta cell function [41]. One of the most downregulated genes was nitric oxide synthase 2 (*Nos2*), encoding the iNOS enzyme. iNOS is responsible for nitric oxide formation, which has been shown to impair beta cell function and affect the expression of multiple genes, leading to detrimental effects [42,43]. The positive effect of butyrate on many IL-1β upregulated genes could therefore be secondary to the inhibition of *Nos2* rather than direct effects of butyrate.

Moreover, the generation of prostaglandins and reactive oxygen species induced by IL-1β are likely inhibited by butyrate, as the gene expression of cyclooxygenase-2 (*Cox-2*) and NADPH oxidase 2 (*Nox2*), respectively, were normalized by butyrate. 

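*Ptgs2* (ENSMUSG00000032487, chromosome 1 from 150100031 to 150108227), which encodes cyclooxygenase-2, had a CPM of 0.309 ± 0.064 in control islets, 2.20 ± 0.64 with IL-1β and 0.951 ± 0.37 with IL-1β plus butyrate (SD, n = 4). Its log2 fold change was 2.78 (SE 0.38, edgeR FDR = 4.1e-06) with IL-1β and -1.19 (SE 0.31, edgeR FDR = 0.0054) with butyrate in its presence. The second call was lost in 5 of 24 alternatives (adjusted p from 2.4e-05 to 0.022, the highest without IL-1β plus butyrate replicate 2). *Cybb* (ENSMUSG00000015340, chromosome X from 9435252 to 9487771), which encodes NADPH oxidase 2, had a CPM of 2.85 ± 0.16, 13.7 ± 3.1 and 6.13 ± 2.2 in these conditions, log2 fold changes of 2.28 (SE 0.24, edgeR FDR = 3.5e-06) and -1.18 (SE 0.21, edgeR FDR = 0.00071), the second lost in 1 of 25 alternatives (adjusted p from 3.5e-11 to 0.018). For *Ptgs1*, the cyclooxygenase-1 gene, whose exons overlap those of Gm43621, they were 3.08 (SE 0.27, edgeR FDR = 6.8e-10) and -0.83 (SE 0.21, edgeR FDR = 0.0032), the second lost in 4 of 24 alternatives (adjusted p from 4.8e-05 to 0.029, the highest without IL-1β replicate 4). With IL-1β plus butyrate these genes still exceeded control, by a log2 fold change of 1.59 for *Ptgs2* (edgeR FDR = 0.0041), 1.10 for *Cybb* (edgeR FDR = 0.0032) and 2.26 for *Ptgs1* (edgeR FDR = 3.3e-07).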

As these enzymes dramatically reduce beta cell function and affect the redox state [44,45], the protective role of butyrate may be through the reduction of oxidative and nitrosative stresses, in agreement with a recent study [18]. 

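In islets with butyrate alone, the CPM of *Gpx2* was 6.68 ± 0.47 (SD, n = 4), a log2 fold change of -3.19 against control (SE 0.14, edgeR FDR = 2.6e-10) that lay between -3.25 and -3.13 when single libraries were left out. Among the 2112 genes lowered by butyrate alone it ranked 6 by log2 fold change and 26 by p-value. The fall had a similar size in the presence of IL-1β, as the difference between both effects was 0.23 on the log2 scale (edgeR FDR = 0.91).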

Potentially, butyrate could also upregulate antioxidant enzymes, as has been demonstrated by others [46,47], but this was not observed and in fact the most downregulated gene by butyrate in the absence of IL-1β was glutathione peroxidase 2 (*Gpx2*). Other members of the GPX family and members of the superoxide dismutase *(SOD)* and peroxiredoxin (PRDX) families and catalase (*Cat*) were also downregulated by butyrate.

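The 17 tested genes of the glutathione peroxidase, superoxide dismutase and peroxiredoxin families and catalase had a median log2 fold change of -0.24 with butyrate alone (camera FDR = 0.00032), with 7 lowered over all genes, 8 adjusted over the list alone and none raised. Besides *Gpx2*, the lowered genes were *Gpx3* (-0.48, edgeR FDR = 1.6e-05), *Gpx4* (-0.21, edgeR FDR = 0.0049), *Sod1* (-0.42, edgeR FDR = 2.5e-05), *Prdx2* (-0.24, edgeR FDR = 0.0048), whose exons overlap those of Junb and Rnaseh2a, *Prdx4* (-0.26) and *Cat*. *Cat* (ENSMUSG00000027187, chromosome 2 from 103453849 to 103485160) went from a CPM of 8.44 ± 0.87 in control islets to 5.86 ± 0.71 with butyrate (SD, n = 4), a log2 fold change of -0.53 (SE 0.10, edgeR FDR = 0.00024). *Prdx1* had -0.20 (edgeR FDR = 0.012), *Gpx1* -0.08 (edgeR FDR = 0.34) and *Sod2* -0.11 (edgeR FDR = 0.20), none of them past the threshold. In the presence of IL-1β, butyrate likewise lowered 7 of the 17 genes (9 adjusted over the list alone), with a median of -0.24 (camera FDR = 0.0038) that was -0.16 (camera FDR = 0.015) without IL-1β replicate 2.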

In addition, butyrate also upregulated several genes both in presence and absence of IL-1β. Many of these were transporters or secretion-related genes present in neuronal related GO-terms such as neurogenesis and synapse. This could indicate that multiple genes are commonly expressed in both beta cells and neurons and function similarly to store and release hormones/neurotransmitters in response to stimuli [48]. 

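Butyrate raised 1065 genes and lowered 1438 genes both with and without IL-1β at an edgeR FDR under 0.01, and changed 3 genes in opposite directions. Of the 3697 genes changed by butyrate alone, 98.6% had a log2 fold change of the same sign in the presence of IL-1β. Among these genes the correlation between both effects was 0.936 (Pearson) and 0.943 (Spearman). The difference between both effects was itself past the threshold for 18 of the 18587 genes tested, and 1362 had an unadjusted p under 0.05. This number depends on the model, as it was 132 with the replicate number as a block (17 of the 18 among them) and 45 with DESeq2.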

The upregulation of some of these genes may play a role in the regulation of insulin secretion e.g., by regulation of the docking and fusion of the insulin granules to the plasma membrane [49]. For example *Stx1a* and *Stx1b*, encoding syntaxin-1 and *Snap23* but not *Snap25*, which are all part of the SNARE complex, were upregulated by butyrate, several Ca2+ sensing synaptotagmins (*Syt3*, *Esyt3*, *Syt7*, *Syt12*), and *Casp2*, which together regulate insulin granule priming, exocytosis, and stability [50,51]. 

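*Stx1a* had a log2 fold change of 0.37 (edgeR FDR = 0.00096) with butyrate alone and 0.33 (edgeR FDR = 0.0017) with butyrate in the presence of IL-1β, the second lost in 2 of 25 alternatives (adjusted p from 0.00011 to 0.015). For *Snap23* they were 0.26 (edgeR FDR = 0.00031) and 0.20 (edgeR FDR = 0.0031), the second lost in 4 of 25 alternatives (adjusted p from 0.00044 to 0.026). *Snap25* had 0.18 (edgeR FDR = 0.019) with butyrate alone, which 6 of 25 alternatives called (adjusted p from 0.00076 to 0.096). In the presence of IL-1β it had 0.21 (edgeR FDR = 0.0066), which 6 of 25 did not call (adjusted p from 9.3e-05 to 0.038), and the difference between both effects was 0.03 (edgeR FDR = 0.98). Among the Ca2+ sensors, butyrate alone raised *Syt3* (0.36, edgeR FDR = 7.4e-06), *Esyt3* (1.01, edgeR FDR = 3.6e-08), which overlaps Gm37249, and *Syt12* (0.98, edgeR FDR = 0.00083), which overlaps A930001C03Rik, and in the presence of IL-1β their log2 fold changes were 0.42, 1.08 and 0.99. *Syt7*, which overlaps Gm26859, had 0.14 (edgeR FDR = 0.022) with butyrate alone, past the threshold in 6 of 25 alternatives (adjusted p from 0.0032 to 0.12), and 0.11 (edgeR FDR = 0.064) in the presence of IL-1β. *Casp2* had a CPM of 18.2 ± 1.1 in control islets and 17.2 ± 0.41 with butyrate, a log2 fold change of -0.08 (edgeR FDR = 0.38), and one of -0.06 (edgeR FDR = 0.51) in the presence of IL-1β. The 18 synaptotagmin genes had a median of 0.13 with butyrate alone (camera FDR = 0.22), with 5 raised and 2 lowered (6 and 4 adjusted over the list alone), which the fry test called (fry FDR = 9.0e-05).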

One of the most regulated genes by butyrate alone, with a fold change of 8, was the glutamine transporter *slc38a3*/SN1, which is also expressed in neurons [52]. 

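*Slc38a3* (ENSMUSG00000010064, chromosome 9 from 107650634 to 107669530) had a CPM of 0.501 ± 0.038 in control islets and 4.20 ± 0.75 with butyrate (SD, n = 4), 8.31-fold higher, or 3.06 on the log2 scale (SE 0.22, edgeR FDR = 6.5e-11). It ranked 2 by log2 fold change among the 1585 genes raised by butyrate alone. In the presence of IL-1β, butyrate took its CPM from 0.282 ± 0.17 to 2.69 ± 0.29, a log2 fold change of 3.26 (SE 0.26, edgeR FDR = 4.8e-10), and the difference from the effect without IL-1β was 0.20 (edgeR FDR = 0.97).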

Previous studies have shown that glutamine and the subsequent formation of glutamate may modulate insulin secretion in multiple ways [53].

The fact that several of the secretion-related genes were also upregulated by butyrate alone indicates that the action of butyrate is not only through the counteraction of IL-1 signaling. This is supported by the observation that butyrate on its own enhanced GSIS in mouse islets and EndoC-βH1 cells. In agreement with this, a recent study showed that the HDAC inhibitor MS-275 reprogrammed islet gene expression and potentiated insulin secretion via the upregulation of secretion-related genes such as genes involved in Ca2+ and cAMP signaling. Half of the genes were also regulated by butyrate (at 5 mM), supporting the role of butyrate as a HDAC inhibitor [54]. In INS-1E cells, butyrate alone did not potentiate GSIS, indicating model-specific effects.

In addition to the positive effect of butyrate on insulin secretion, we observed a strong inhibition of cell proliferation as measured by a decrease in EdU positive cells and inhibition of cell cycle-related genes. This is in line with studies showing that butyrate has anti-cancer activity [32,55] and a study in the rat insulinoma (RIN) cell line [56], but in contrast to studies in diabetic rodents where butyrate or a HDAC3 inhibitor increased beta cell proliferation [27,57]. This discrepancy could be due to other factors, which regulate proliferation in vivo or differences in the concentration used or the metabolic state of the cell. In some cells, butyrate may be metabolized and promote cell proliferation by acting as an energy source, providing AcetylCoA to HATs to enhance their activity, while in other cells butyrate will be metabolized slower, the intracellular levels will be higher, and butyrate may function as a HDAC inhibitor [58]. How this strong inhibition of cell proliferation relates to function remains in question, but proliferation is in general described to be associated with decreased functionality and beta cell immaturity [59].

In addition to its action as an HDAC inhibitor, butyrate may also mediate its function by binding to the GPCRs FFAR2 and FFAR3 to activate downstream signaling. Recent studies have shown that FFAR2 and FFAR3 are expressed in beta cells [18,60], receptor deficiency models, and pharmacological and SCFA treatments have shown that activation of these receptors both stimulates and inhibits insulin secretion, but the results are not consistent [61]. It is likely that time of exposure and concentration of butyrate determine its mechanism of action. Acute exposure of beta cells to SCFAs may result in immediate signaling events by GPCR activation, whereas long-term exposures likely result in changes in gene expression by inhibition of HDAC. This could be one of the reasons why Lorza-Gil et al. [19] did not see an effect of butyrate on GSIS in human pseudo islets and mouse islets and even an inhibition in INS-1E cells, which is in contrast to our findings. Through the inhibition of HDAC, butyrate may promote the acetylation of non-histone proteins and histones that may affect the chromatin structure and accessibility of genes, ultimately affecting gene expression [62].

Taken together, our results show that butyrate improves beta cell function and can prevent cytokine-induced GSIS impairment. These effects correlated with the inhibition of inflammatory genes and the upregulation of secretion-related genes. However, the precise mechanisms by which butyrate regulates gene expression, the importance of specific changes, and whether the regulation is direct or indirect warrant further studies. Furthermore, future studies are needed in vivo to reveal the functions of butyrate in a setting with a complex exposure of islet cells to different cytokines, high glucose, and free fatty acids, as in T2D individuals. Since butyrate protected against cytokine-induced dysfunction in both mouse islets and two different beta cell lines, and considering the strong association between butyrate producing gut bacteria, glucose metabolism, and beta cell function in large human studies [24], we suggest that butyrate will be relevant to study for its potential for therapeutic use in prevention or treatment of T2D.

## 4. Materials and Methods

### 4.1. Mouse Islet Isolation and Beta Cell Line Culture

Pancreatic islets from 12 week-old male C57BL/6NRj mice (Janvier, Saint Berthewin Cedex, France) were isolated by perfusion via the bile duct of the pancreas with Liberase (Roche, Hvidovre, Denmark) as previously described [63]. Islets were isolated from 6–8 mice with an approximate yield off 200–250 islets per mouse. For GSIS, apoptosis and proliferation analysis, islets from individual mice were used. For RNA isolation, pools of islets from several mice were used.

After isolation, mouse islets were cultured for one day in RPMI 1640 medium with GlutaMAX (Gibco, Life Technologies, Roskilde, Denmark) supplemented with 10% fetal bovine serum (FBS; Biosera, Herlev, Denmark) and 1% penicillin/streptomycin (100 U/mL penicillin, 100 μg/mL streptomycin) (P/S; Gibco, Life Technologies). Thereafter islets were cultured for 10 days in RPMI 1640 supplemented with 2% human serum (HS; BioWhittaker, Lonza, Basel, Switzerland) and 1% P/S, with culture media being changed after 5 days. Experiments involving animals were approved by the local ethics committee, and animals were housed according to the Principles of Laboratory Care.

The INS-1E rat insulinoma cell line, a kind gift from Claes Wollheim (University of Geneva, Switzerland), was maintained in RPMI 1640 medium supplemented with 10% heat-inactivated FBS, 1% P/S and 50 μM β-mercaptoethanol (Life Technologies). The cells were seeded at day 0, followed by treatment at day 2, then cultured for further 3 days. Human EndoC-βH1 cells were cultured in serum-free DMEM (Life Technologies) containing 6.5 mM glucose, as previously described [64]. The cells were seeded at day 0 followed by treatment at day 1 and re-treatment/media change at day 4. Total culture period was 7 days.

Mouse islets and INS-1E cells were exposed to recombinant mouse IL-1β (cat. 554577, BD Biosciences, Lyngby, Denmark) and/or sodium butyrate (B5887, Sigma, Soeborg, Denmark). Since human beta cells require several cytokines to induce dysfunction [11] we used IL-1β in combination with IFN-γ and TNF-α (all R&D Systems, Life Technologies) and/or sodium butyrate in EndoC-βH1 cells.

### 4.2. Glucose-Stimulated Insulin Release and Insulin Content

GSIS was performed with 25 islets per condition. First, islets were pre-cultured in Krebs–Ringer HEPES (KRBH) buffer with 2 mM D-glucose. This was followed by 30 min incubation in new KRBH buffer with 2 mM D-glucose and then 30 min of incubation in KRBH buffer with 20 mM D-glucose. After each incubation step, the buffer was collected and insulin was determined using an in-house ELISA. Cellular insulin and DNA content were analyzed in homogenates obtained after sonication of islets. Insulin secretion was normalized to DNA content, then analyzed by the Quant-IT PicoGreen dsDNA Reagent and Kit (Life Technologies).

INS-1E cells (6.5 × 10^4^ per well) were seeded in 24-well plates and exposed to IL-1β or butyrate alone, in combination, or left non-exposed. GSIS was performed as described above.

EndoC-βH1 cells (6.5 × 10^4^ per well) were seeded in 96-well plates and exposed to cytokines, butyrate, or left non-exposed, as described above. Prior to the GSIS assay 6.5 days post seeding, the cells were cultured overnight in media containing 2.8 mM glucose followed by 1-h starvation in KRBH buffer containing 0.5 mM glucose. Acute stimulation with 0.5 mM and 11.2 mM glucose with and without the addition of 50 µM forskolin in KRBH was subsequently performed for 45 min at day 7. Insulin secretion was normalized to the number of cells per well, counted at the end of experiment. Results were corrected for cell number as cells post assay were fixed and counted.

### 4.3. Cell Apoptosis Assay

Apoptotic cell death was measured in 25 mouse islets and EndoC-βH1 cells (5.5 × 10^4^ cells per well) in 96-well plates by the detection of DNA histone complexes released from the nucleus to the cytosol using Cell Death Detection ELISA PLUS (Roche), as described by the manufacturer. Apoptosis in mouse islets were corrected for DNA content using a Quant-IT PicoGreen dsDNA Reagent and Kit (Life Technologies) and EndoC-βH1 cell results were normalized to total cell number per 96-well plate.

### 4.4. Caspase 3/7 Activity

Analysis of caspase 3/7 activity was performed using the IncuCyte Live Cell Analysis System (Sartorius, Glostrup, Denmark), as described by manufacturer. EndoC-βH1 cells (5.5 × 10^4^ cells per well) were seeded in a 96-well plate and IncuCyte Caspase-3/7 Reagent (Sartorius) was added to the culture media to evaluate cells undergoing caspase 3/7 mediated apoptosis induced by the applied cytokine combinations. Data collection occurred every 12 h and pictures were captured with magnification 10x. Data were normalized to total cell number per 96-well plate.

### 4.5. Proliferation

Beta cell proliferation was analyzed in mouse islets cultured on laminin (Life Technologies) coated slides. EdU (5-ethynyl-2′-deoxyuridine) (Life Technologies) was added 24 h prior to fixation in 1% PFA and proliferating beta cells were detected by EdU incorporation using a Click-iT EdU Proliferation Assay (Life Technologies). Beta cells were identified by staining for pancreatic duodenal homeobox 1 (goat-anti PDX-1 1:5000, ab2027, BCBC) and DNA (Hoescht 1:2000, 33342, Life Technologies). Islet cells positive for both Pdx1 and EdU were counted as proliferating beta cells. Whole islets were examined by capturing z-stack images using a Zeiss Axio Observer with a spinning disk (Birkerød, Denmark). Zen software (Zeiss) was used for the quantification of the total number of Pdx1 positive cells positive for EdU. A total of 10 islets from three independent experiments were analyzed.

EndoC-βH1 cell proliferation was analyzed in 96-well plates (5.5 × 10^4^ cells per well). After 6.5 days of treatment, the cells were incubated with EdU for 1 h and fixed in 1% PFA. EdU incorporation was detected using the Click-iT, as described above. Cells were analyzed by fluorescent microscope (Olympus IX71, Ballerup, Denmark) and ImageXpress Micro Confocal Imaging System by acquiring 9 images per 96-well plate with magnification of 10×. MetaXpress software (Moleculare devices, San Jose, CA, USA) was used for quantification of cells positive for EdU. Approximately 50,000 cells per well were examined.

### 4.6. Gene Expression Analysis

A pool of 300 islets per condition were, after the culture period, lysed in Trizol and RNA was extracted using a Direct-zol RNA-mini prep kit according to the manufacturer’s protocol (Zymo Research, Nordic Biosite, Copenhagen, Denmark). cDNA was synthesized using the qScript cDNA Super mix kit (Quanta Biosciences). Quantitative expression levels of mRNAs of interest were evaluated using TaqMan Gene Expression probes and performed on an ABI PRISM 7900HT Sequence Detection System (Applied Biosystems). Each sample was determined in triplicate and expression was normalized to the internal control, *Ppia*.

EndoC-βH1 cells were seeded at 2.3 × 10^6^ cells per well in 6-well plates. Cells were lysed in RLT-buffer (RNeasy Mini Kit, Qiagen, Copenhagen, Denmark) and RNA extraction was performed according to the manufacturer’s procedure (RNeasy Plus Mini Kit, Qiagen). Reverse transcription of RNA to cDNA was performed using the iScript cDNA Synthesis Kit (Bio-Rad, Copenhagen, Denmark). Real time qPCR was performed using TaqMan primer-probes (Primer design & Applied Biosystems, Life Technologies) on a ViiA7 Real-Time PCR System (Applied Biosystems). Each sample was determined in triplicate, and expression was normalized to the internal control, *GAPDH*.

### 4.7. RNA Sequencing

RNA was isolated from 500 mouse islets using the RNeasy^®^ Micro Kit (Qiagen) and biological replicates were sequenced per experimental condition (*n* = 4). Single-end sequencing libraries were constructed from 250 ng of isolated RNA using the NEBNext^®^ Ultra™ II RNA Library Prep Kit #E7770S (Illumina^®^, San Diego, CA, USA) and sequencing was performed on a HiSeq 4000 System (Illumina^®^). Quality metrics were assessed by FastQC [65] before the reads were mapped to the GRCm38 (mm10) genome using STAR v2.5.3a [66]. Differential gene expression was determined using the R package DESeq2 with false discovery rate (FDR) *p*-values adjusted by the Benjamini–Hochberg method [67]. Differential expression was defined as FDR-adjusted *p*-values < 0.01. To identify the functional categories of differential expressed genes, gene ontology (GO) analysis was performed using the MSigDB database v7.2 (Molecular Signature Databases, https://www.gsea-msigdb.org/gsea/msigdb/, accessed on 22 December 2020) [68]. Due to an upper limit of genes to be analyzed in the analysis, 80 genes downregulated by butyrate alone were excluded from the analysis. KEGG pathway analysis was performed using ShinyGOV0.61 (ShinyGO v0.61, http://bioinformatics.sdstate.edu/go/, accessed on 5 January 2021) [69]. Tbe RNA sequencing (RNA-seq) datasets generated for this study are available at GEO NCBI, accession GSE180317.

### 4.8. Statistical Analysis

Results are shown as means ± SD. Comparison vs. the respective control group was made by Student’s paired two-tailed *t*-test or Mann–Whitney test. Statistical analysis of GSIS data was performed on log10-transformed data due to variance. *p*-values less than 0.05 were considered statistically significant.

## Figures and Tables

**Figure 1:**
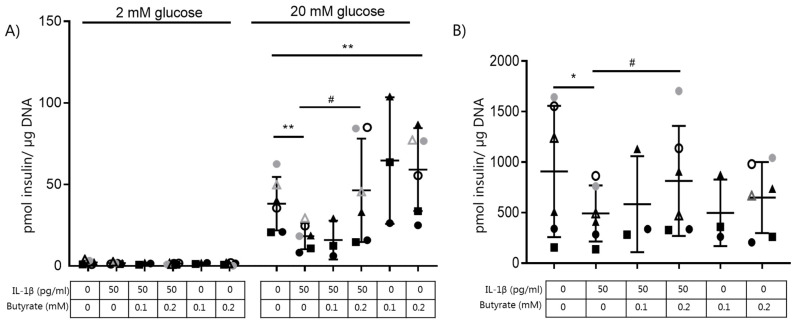
Butyrate prevents IL-1β-induced impairment of glucose-stimulated insulin secretion and content in mouse islets. Mouse islets were cultured for 10 days in the absence or presence of 50 pg/mL IL-1β and/or butyrate (0.1, 0.2 mM). (**A**) Insulin secretion was measured by static batch incubations for 30 min in response to 2 mmol/L glucose followed by 20 mmol/L and normalized to DNA content. (**B**) Total insulin content was measured post-glucose stimulation. Data are shown as means ± SD for *n* = 3–6 and analyzed by a 2-sided paired *t*-test. * *p* < 0.05, ** *p* < 0.01 vs. control, # *p* < 0.05 vs. IL-1β.

**Figure 2:**
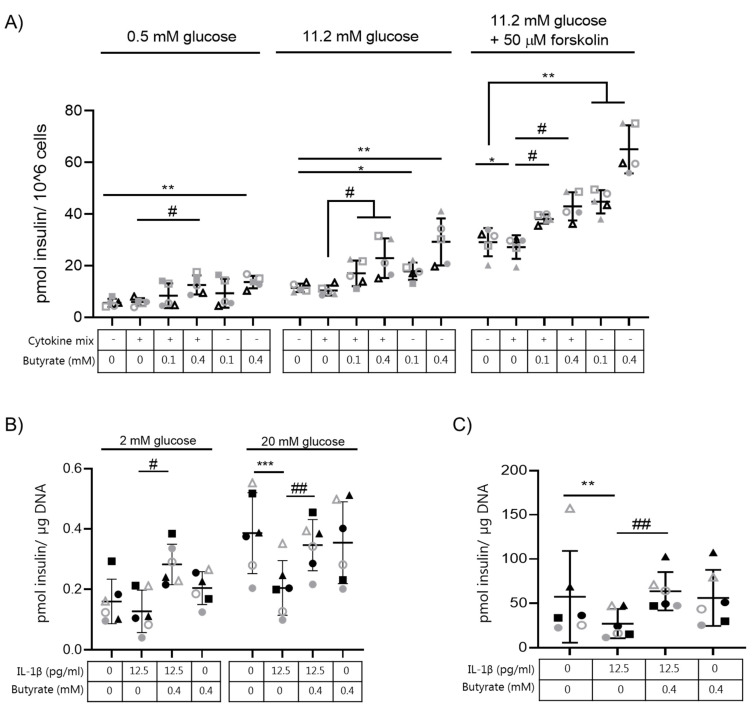
Butyrate prevents cytokine induced impairment of glucose-stimulated insulin secretion in human EndoC-βH1 cells and rat INS-1E cells. (**A**) Human EndoC-βH1 cells were cultured for 7 days in the absence or presence of the cytokine mixture (500 pg/mL IL-1β + 2 ng/mL INF-γ + 2 ng/mL TNF-α) and/or butyrate (0.1 mM or 0.4 mM). Insulin secretion was measured by static batch incubations for 45 min in response to 0.5 mmol/L glucose, 11.2 mmol/L glucose followed by 11.2 mmol/L glucose plus 50 µM forskolin and normalized to cell number. Each condition was tested in quadruplicate. Data are shown as means ± SD for *n* = 5 and analyzed by a 2-sided paired *t*-test. * *p* < 0.05, ** *p* < 0.01 vs. control, # *p* < 0.05 vs. cytokine mixture. (**B**) INS-1E cells were cultured for 3 days in the absence or presence of 12.5 pg/mL IL-1β and/or 0.4 mM butyrate. Insulin secretion was measured by static batch incubations for 30 min in response to 2 mmol/L glucose followed by 20 mmol/L and normalized to DNA content. (**C**) Total insulin content was measured post-glucose stimulation. Data are shown as means ± SD for *n* = 6 and analyzed by a 2-sided paired *t*-test. ** *p* < 0.01, *** *p* < 0.001 vs. control, ## *p* < 0.01 vs. IL-1β.

**Figure 3:**
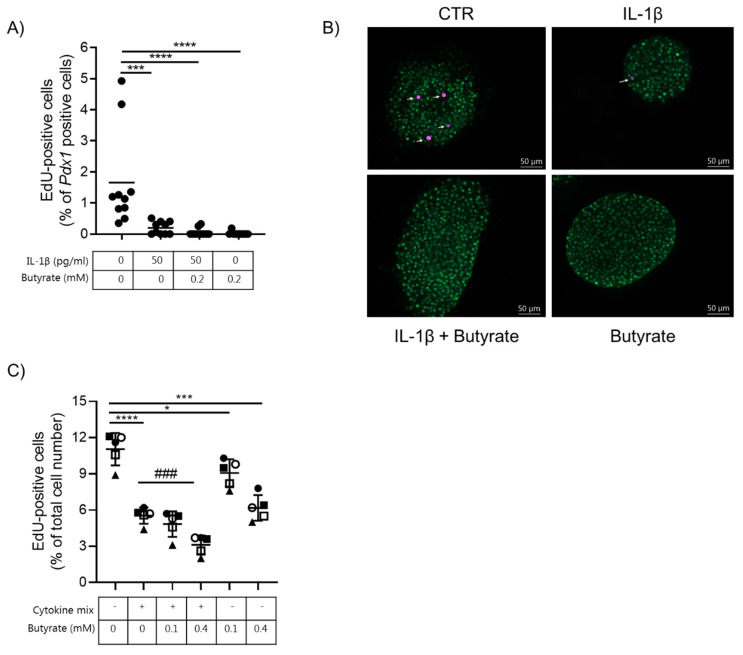
Butyrate and cytokines reduce mouse islet and human EndoC-βH1 beta cell proliferation. (**A**) Beta cell proliferation was examined in mouse islets exposed to 50 pg/mL IL-1β and/or 0.2 mM butyrate, or left non-exposed for 10 days. Proliferation was determined by staining for Pdx1 and EdU. Results are shown as percentage proliferating beta cells of total Pdx1 positive cells. Data are shown for *n* = 10 islets from three independent experiments and analyzed by an unpaired *t*-test. *** *p* < 0.001, **** *p* < 0.0001 vs. control. (**B**) Immunocytochemical staining of mouse islets. Cells were stained for Pdx1 (green) and EdU (magenta). Data shown are representative. (**C**) Beta cell proliferation was measured in EndoC-βH1 cells exposed to cytokine mix (500 pg/mL IL-1β + 2 ng/mL INF-γ + 2 ng/mL TNF-α), 0.1 or 0.4 mM butyrate, or left non-exposed for 6.5 days. Proliferation was measured as EdU-positive cells and shown as the percentage proliferating beta cells of the total cell number per well. Data are shown as means ± SD for *n* = 5 and analyzed by an unpaired *t*-test * *p* < 0.05, *** *p* < 0.001, **** *p* < 0.0001 vs. control, ### *p* < 0.001 vs. IL-1β. Each condition was tested in biological triplicate.

**Figure 4:**
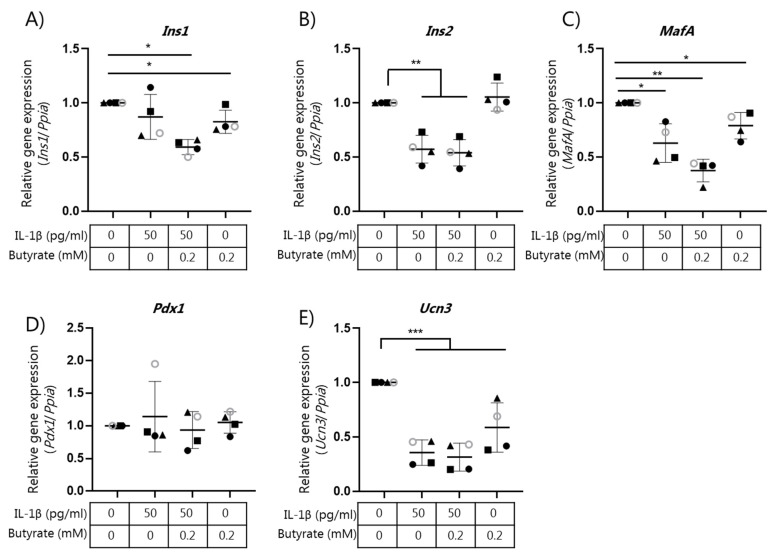
Expression of beta cell genes in mouse islets exposed to IL-1β and butyrate. Mouse islets were cultured for 10 days in the absence or presence of 50 pg/mL IL-1β and/or 0.2 mM butyrate. Relative mRNA expression of (**A**) *Ins1*, (**B**) *Ins2*, (**C**) *MafA*, (**D**) *Pdx1*, and (**E**) *Ucn3* were analyzed using qPCR. Expression levels were normalized to the expression of *Ppia* and control islet expression data were normalized to 1. Data are shown as means ± SD for *n* = 4 and analyzed by a 2-sided paired *t*-test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 vs. control.

**Figure 5:**
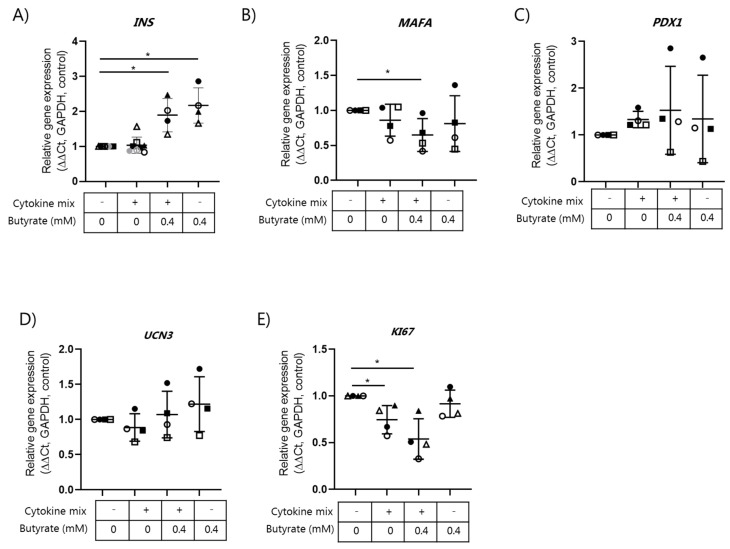
Expression of beta cell genes in EndoC-βH1 cells exposed to the cytokine mix and butyrate. Human EndoC-βH1 cells were exposed to a cytokine mix (500 pg/mL IL-1β + 2 ng/mL INF-γ + 2 ng/mL TNF-α) in the presence or absence of 0.4 mM butyrate for 6.5 days. Relative mRNA expression of (**A**) *INS*, (**B**) *MAFA*, (**C**) *PDX1*, (**D**) *UCN3*, and (**E**) *KI67* were analyzed using qPCR. Expression levels were normalized to the expression of *GADPH* (ΔCt) and control Endo C-βH1 cell expressions were set to 1 (ΔΔCt). Data are shown as means ± SD for *n* = 4 and analyzed by a 2-sided *t*-test. * *p* < 0.05 vs. control.

**Figure 6:**
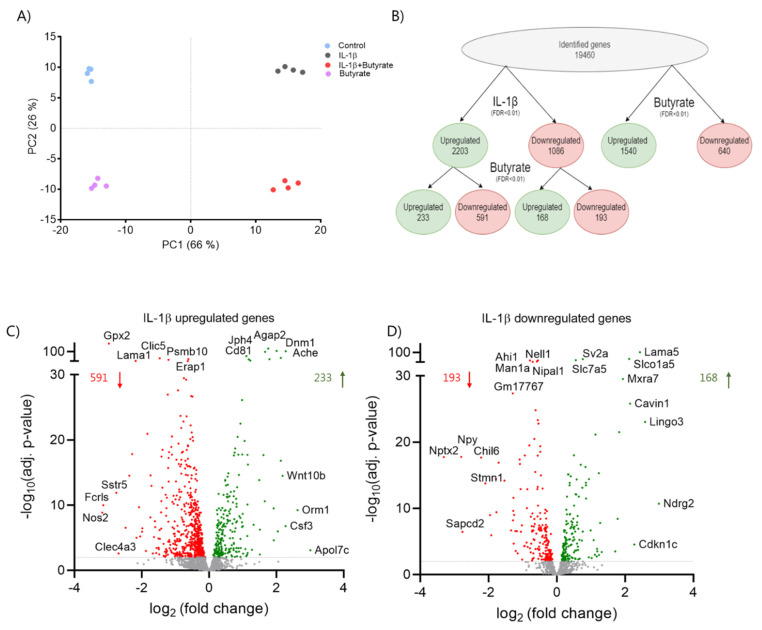
Butyrate and IL-1β affect global gene expression in mouse islets. Mouse islets were cultured for 10 days in the absence or presence of 50 pg/mL IL-1β or 0.2 mM butyrate. RNA was isolated for RNA-sequencing analysis. (**A**) Principle component analysis (PCA) plot of the top 1000 most variable genes showing the clustering of the samples by exposure. Each dot represents a sample. The first two principal components (PC) are shown, and the percentage of variance explained by each PC is indicated. (**B**) Overview of differentially expressed genes between control vs. IL-1β (FDR adjusted *p*-value < 0.01), non-exposed vs. butyrate (FDR adjusted *p*-value < 0.01), and IL-1β vs. IL-1β plus butyrate (FDR adjusted *p*-value < 0.01) exposed mouse islets. (**C**,**D**) Volcano plots showing the effect of butyrate on IL-1β up- (2203 genes) or down-regulated genes (1086 genes). Each dot represents an individual gene. Red dots represent significantly downregulated genes (FDR adjusted *p*-value < 0.01), Green dots represent significantly upregulated genes (FDR adjusted *p*-value < 0.01). The top 5 most significantly (IL-1β vs. IL-1β plus butyrate) and top 5 most regulated genes are labeled. Data are shown as means of *n* = 4 independent experiments.

**Figure 7:**
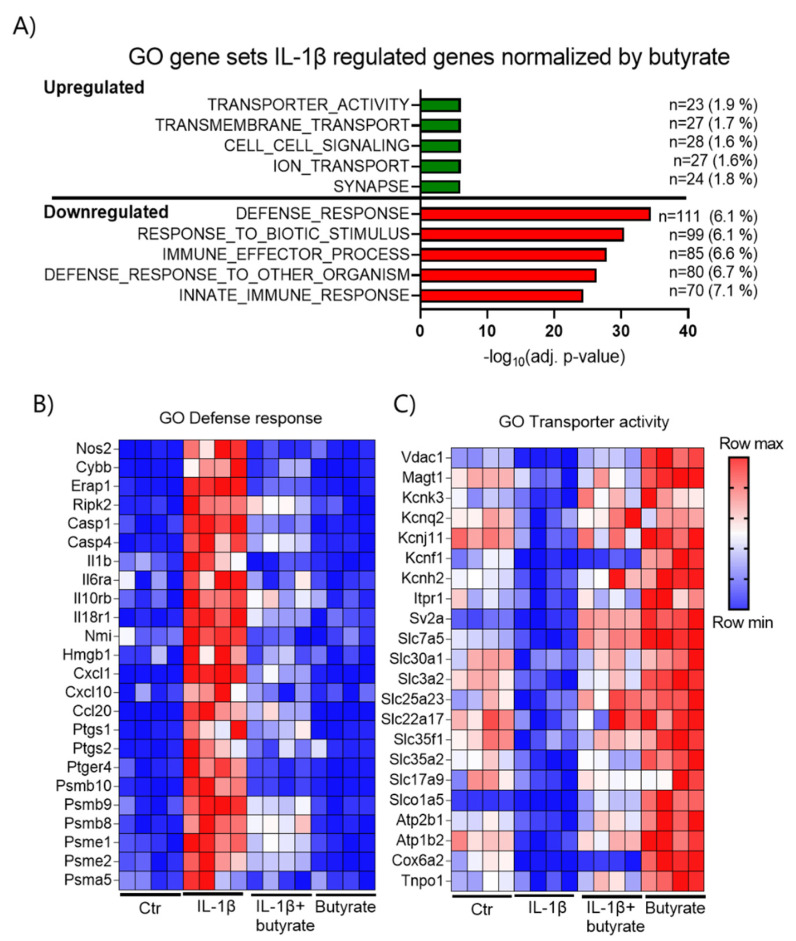
Analysis of genes regulated by IL-1β and normalized by butyrate in mouse islets. (**A**) Top 5 most significantly enriched GO terms of IL-1β-regulated genes normalized by butyrate; green: down-regulated by IL-1β and up-regulated by butyrate, red: up-regulated by IL-1β and down-regulated by butyrate. Bars show significance; the number (n) of butyrate regulated genes in the GO term, and the percentage of genes within the GO term are also shown. (**B**,**C**) Heatmaps displaying the relative gene expression levels of selected genes in GO term defence response, (**B**) and transporter activity (**C**). Blue = low expression. Red = high expression. Numerical values for A and the complete list of butyrate regulated genes found in the GO terms are provided in Supplementary Table S1.

**Figure 8:**
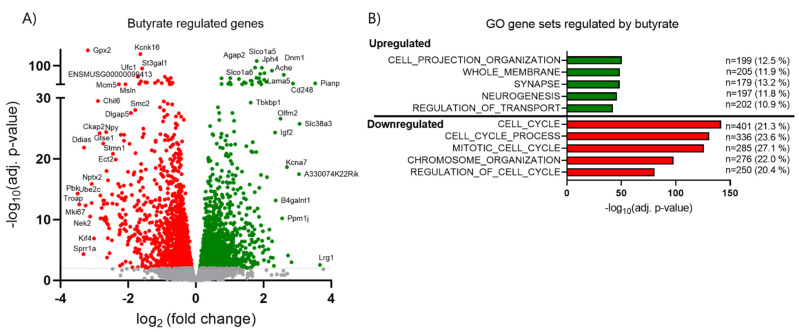
Butyrate alone affects the gene expression in mouse islets. (**A**) Volcano plot showing the effect of 0.2 mM butyrate alone vs. control gene expression in mouse islets exposed for 10 days. Each dot represents an individual gene. Red dots represent significantly downregulated genes (2181) (FDR adjusted *p*-value < 0.01). Green dots represent significantly upregulated genes (1540) (FDR adjusted *p*-value < 0.01). Selected genes are labeled. (**B**) Top 5 most significantly enriched GO terms are shown for both the up- (green) and down- (red) regulated genes by butyrate vs. control. Bars show significance; the number (n) of butyrate regulated genes in the GO term and percentage of genes within the GO term are also indicated. Numerical values for (B) and the complete list of butyrate regulated genes found in the GO terms are provided in Supplementary Table S2.

## Data Availability

RNA-sequencing (RNA-seq) datasets for this study are available at GEO NCBI, accession GSE180317.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms221910427/s1.

## Abbreviations

T2D	Type 2 Diabetes
SCFAs	short chain fatty acids
HDAC	histone deacetylase
GSIS	glucose-stimulated insulin secretion
GPCR	G-protein coupled receptors
PCA	principal component analysis
GO	gene ontology

How the deposited data were processed for this re-analysis (not part of the article)

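Gene expression was measured by RNA sequencing in mouse islets kept for 10 days without additions (control), with 50 pg/mL IL-1β, with 0.2 mM butyrate, or with both. There were 16 libraries, 4 independent experiments for each of the 4 conditions, each from 500 islets pooled from several mice, so a replicate is an experiment and not a mouse. The labels give the strain as C57BL/6JRj where the paper gives C57BL/6NRj.

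The authors mapped single-end reads to the mouse genome GRCm38 with STAR and counted reads per gene, and the deposited values are these counts, whole numbers without normalization, in one column per library. The release of the annotation, the strand setting and any filter on the reads are not stated. The table holds 52636 genes, of which 10560 had no count in any library, and 0 columns of other samples. Symbols, positions and overlaps of exons were taken from GENCODE M21, which holds 52489 of the identifiers. A library had 18635943 to 25955943 counts (median 22184715). Between libraries of one condition, the chi-square per gene over genes with at least 20 counts in the pair was from 1.72 (control replicates 3 and 4) to 13.5 (IL-1β replicates 2 and 4), where counting error alone gives a value near 1, so the replicates differed by more than counting error and the tests use the spread between them. The reads carried no molecular identifiers, so duplicates could not be told from separate molecules.

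The choices that follow, with the lists of genes and the alternatives, were set before the data were examined, except the smallest size of a list that was tested (5 genes) and the numbers of simulations and drawn splits, which were set after the files were at hand. In R 4.3.3, edgeR 4.0.16 removed genes with low counts (filterByExpr with the 4 conditions as groups, 18587 genes left), scaled the counts by TMM and fitted 1 quasi-likelihood model (robust) with the 4 conditions to all 16 libraries. The comparisons tested were IL-1β against control, IL-1β plus butyrate against IL-1β, butyrate against control, IL-1β plus butyrate against control, and the difference between the 2 butyrate effects. A gene was called at a Benjamini-Hochberg adjusted p under 0.01, the threshold of the paper. The replicate number was not used as a block, since neither the paper nor the labels state outright that it pairs the libraries of different conditions. The paper's 4 independent experiments, and its paired t-tests of islet secretion and qPCR data, do point to such a pairing. The fit without a block may therefore miss genes, and the block is given as an alternative. A gene was counted as normalized when IL-1β and then butyrate in its presence changed it in opposite directions. A condition whose 4 libraries had at most 3 counts of a gene was taken as being at the floor, and folds against it are lower bounds.

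The genes named are from those that the paper names or labels for the mouse islet sequencing and, for each comparison, the 5 with the largest rise and the 5 with the largest fall among genes with an adjusted p under 0.01, an average log2 CPM of at least 1 and no overlap between the CPM of both conditions (without the last condition for the difference of the butyrate effects). Of the genes the paper names, 3 are not reported here. Genes named outside this rule are marked as chosen after their values were seen, or are members of a list.

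Principal components used log2 CPM (prior count 2) of the 1000 most variable genes, centred and not scaled. Lists of genes were tested with camera of limma 3.58.1 (preset correlation 0.01, voom weights), adjusted over 29 lists and 3 comparisons. They were the S and G2/M phase genes of Seurat 5.3.0, 6 Reactome sets of the fgsea 1.28.0 package (cell cycle, transmembrane transport, neuronal system, innate immune system, cytokine signaling, regulation of insulin secretion). Others were families by symbol (potassium channels, solute carriers, synaptotagmins, histones, interleukins, chemokine ligands, antioxidant enzymes) and lists of the paper (beta cell maturity, immunoproteasome, Figures 7B and 7C). The rest were cell type markers (beta, alpha, delta, macrophage, endothelial, fibroblast and stellate, acinar, duct, T cell, Schwann cell), written from general knowledge. The lists of B cell and PP cell markers had fewer than 5 tested genes and were left out. The Gene Ontology and KEGG sets of the paper and its supplementary tables were not at hand, so the paper's tests of them were not repeated. The same 6 Reactome sets were tested among the normalized genes with Fisher's exact test, one-sided.

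The pipeline was tested on simulated data. In one comparison 200 genes drawn for it and 51 further genes of one list were changed. Of the 200, edgeR found 160 (80.0%), and 93.3% of the 134 changed at least 2-fold, and DESeq2 1.42.0 found 163 (81.5%). Of all calls in this comparison, those of list genes included, 1 of 184 was false with edgeR and 10 of 202 with DESeq2. The comparison of IL-1β with control, simulated without a change, gave 0 calls, with 870 genes at an unadjusted p under 0.05 for edgeR and 680 for DESeq2. Camera called the simulated list of 51 changed genes, with a median of -0.95, and no other list. Counts were further simulated 20 times each without a butyrate effect, to see how many genes the shared IL-1β libraries alone would show as normalized.

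The alternatives were DESeq2, other scalings (RLE, upper-quartile, library size only), no filter or at least 10 counts in every library, a replicate block, a fit of only the groups compared, an adjusted p under 0.05, and a change of at least 1 on the log2 scale. An adjusted p under 0.05 was the reported fit with a looser cut-off, so it could gain a call of a gene but not lose one. There were also 3 other definitions of normalized genes (at least 0.5 of the IL-1β change reversed, no difference left from control, adjusted over the IL-1β regulated genes alone), other genes, scales and prior counts for the principal components, and fry or an estimated correlation for the lists. Last came the IL-1β regulated genes as background for Fisher's test, the genes changed by butyrate alone for the correlation of both butyrate effects, and each library left out in turn. For the tests on other splits of the libraries, conditions were compared 2 at a time over the 35 ways to part 8 libraries into 4 and 4, and 100 drawn ways were used for the difference of both butyrate effects.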

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

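The comparisons and the alternatives were those set beforehand and named with the processing of the data. The splits of the libraries for the count of 5688 genes and for the difference between the butyrate effects were also chosen beforehand. All other tests in this part were chosen only after the result was seen.

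The combination of IL-1β and butyrate against control, which the paper does not report, changed 5688 genes (30.6% of those tested), 2937 raised and 2751 lowered. Only 1 of the 35 splits of these 8 libraries, the real one, gave as many. The other splits gave 0 genes past the threshold and at most 2649 at an unadjusted p under 0.05, against 8595 with the real one. Other splits mix both conditions in each group, so the difference between the conditions widens the spread there and counts near 0 follow from the mixing, which makes this weak evidence. The count was from 5029 to 5971 across the 16 fits that each left out one library. It was larger than the 3311 genes of IL-1β alone and the 3697 of butyrate alone, and no other explanation was tested. How the genes divided into raised and lowered depended on the scaling. Library size as the only scaling called 3805 raised and 1884 lowered genes, and upper-quartile normalization 3123 and 2618.

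Among the genes with the largest changes with IL-1β are several that the paper's text does not discuss, and all of them kept their call in every alternative that gave a value. Serpina3e-ps had 0 counts in each control library and 242 to 374 with IL-1β, at least 98.0-fold higher, Serpina3f 218 to 409 (at least 104-fold) and Serpina3i 342 to 517 (at least 141-fold). Steap4 went from 1 to 9 counts per library in control islets to at least 7398 with IL-1β, a log2 fold change of 10.81 (edgeR FDR = 2.5e-10), and Lcn2 from 7 to 39 counts to 15622 to 48831, a log2 fold change of 10.78 (edgeR FDR = 3.1e-08). Among the 5 largest falls chosen by the same rule were those of 4931431B13Rik, with a log2 fold change of -3.50 (edgeR FDR = 2.5e-10, exons shared with Itgad), Gm44850 with -2.73 (edgeR FDR = 5.0e-06) and Upk3a with -2.43 (edgeR FDR = 2.5e-06).

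Of the 8 Serpina3 genes tested, 7 were raised by IL-1β. A response of each gene and reads shared between these paralogs cannot be told apart, because counts per gene do not show how reads that match several copies were assigned.

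The effect of butyrate with IL-1β differed from its effect without it for 18 genes by the test of the difference itself (1362 genes at an unadjusted p under 0.05), and 1 of 100 splits, the real one, gave as many, the next largest count being 1. As above, splits that mix conditions widen the spread, so this too is weak evidence. The count was from 11 (without butyrate replicate 1) to 25 (without IL-1β replicate 1) across the fits that left out one library, 45 with DESeq2, 95 without a filter on low counts and 132 with the replicate number as a block, which held 17 of the 18. Libraries of the same number had correlated residuals (mean 0.152 over 24 pairs of different conditions), so the fit without a block may miss genes. In the reported fit, 5 of the 18 genes had a difference of at least 1 on the log2 scale. Lama1 had a difference of -2.13 (edgeR FDR = 0.00015). IL-1β raised its CPM from 1.33 to 10.7, butyrate brought it to 2.38, and butyrate alone left it at 1.30. Ramp1 (-1.27, edgeR FDR = 0.0045) and Dnah11 (-1.02, edgeR FDR = 0.0019, exons shared with Cdca7l) had the same form. Olfml3 (-1.37, edgeR FDR = 0.0014) was raised by butyrate alone and not with IL-1β, and Aqp4 (-0.78, edgeR FDR = 0.0073) was raised by butyrate alone and lowered with IL-1β. In the other direction, butyrate lowered Tmem255a (0.74, edgeR FDR = 9.5e-05, exons shared with Zbtb33), St3gal1 (0.66, edgeR FDR = 0.00016) and Cadps2 (0.63, edgeR FDR = 0.0012) more without IL-1β than with it, and Rassf10 (0.84, edgeR FDR = 0.00066) and Alcam (0.59, edgeR FDR = 0.00015) rose with butyrate only in the presence of IL-1β. The calls of Rassf10, Tmem255a, St3gal1, Cadps2, Alcam, Lama1 and Olfml3 held in all 24 alternatives. Ramp1 lost its call in 6 of 24 (adjusted p from 1.0e-05 to 0.019, the highest without butyrate replicate 1), Dnah11 in 1 of 24 (adjusted p from 7.2e-07 to 0.012, the highest without butyrate replicate 2, where the difference was -0.95) and Aqp4 in 11 of 24 (adjusted p from 1.1e-13 to 0.030, the highest without IL-1β replicate 2). Nos2, which the paper names, had a difference of -5.53 (edgeR FDR = 0.0044), but control islets were at the floor for it, so the size depends on the prior count, and without butyrate replicate 1 it was -4.66 with an adjusted p of 0.081, the highest of 23 alternatives (the lowest 9.4e-08), of which 5 lost the call.

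Single libraries stood apart from the other 3 of their condition in 13 of 232 groups of values, where 11.6 would be met by chance, and 4 of the 13 were in butyrate replicate 1. In butyrate replicate 1, Cxcl1 had a CPM of 1.21 (the others 0.209 to 0.311), Ptgs2 one of 1.46 (0.366 to 0.444) and Kcnh2 one of 108 (117 to 119), and the mean log2 CPM of the Figure 7B genes was 1.72 (1.51 to 1.51). The others included Cxcl1 in IL-1β replicate 3 (27.6 against 26.4 to 26.5) and in IL-1β plus butyrate replicate 2 (13.6 against 8.04 to 8.86). There were also Ndrg2 and Psmb10 in IL-1β plus butyrate replicate 3 (1.53 against 1.79 to 1.83, and 13.7 against 15.5 to 15.7) and Slc2a2 in IL-1β replicate 3 (363 against 291 to 302). Further ones were mean log2 CPM of innate immune genes in control replicate 1 (4.06 against 4.05 to 4.05), of antioxidant enzymes in control replicate 1 (4.35 against 4.46 to 4.48) and of beta cell identity genes in IL-1β plus butyrate replicate 4 (9.22 against 9.37 to 9.39). Apart from butyrate replicate 1 and IL-1β replicate 1, no explanation was tested for them.

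Butyrate replicate 1 held transcripts of the IL-1β response. The 17 genes with at most 10 counts in each of the other 7 libraries without IL-1β, a choice that keeps those libraries low, and at least 50 in each library with IL-1β alone had 244 counts together in it. The other 7 libraries had 32 to 56, and 7 of the genes had at least 10 counts in butyrate replicate 1. Carry-over of one library into another would keep the proportions of its source. With the best of the 8 possible sources, IL-1β plus butyrate replicate 3 at a share of 1.38%, the chi-square per gene was 34.6, as Fgg had 33 counts where 2.42 would follow, Lrg1 45 for 17.0 and Steap4 57 for 98.7. This argues against carry-over as the whole cause. A weak inflammatory response of the islets in that experiment stays open and was not tested, since the design holds no separate measure of it. The library widens the spread of these genes with butyrate alone: Lrg1 had 45 counts there and 1 to 9 in the other 3 (edgeR FDR = 0.23).

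IL-1β replicate 1 had a score of 24.1 on the third principal component, where the other 3 libraries of its condition lay between -7.30 and -4.56. Its total of 19546225 counts ranked 2 from the lowest of the 16, and IL-1β replicate 3, with 18635943, had a lower one and did not stand apart, which argues against low depth. The low-abundance genes were lower in it, and more so the TEC loci, which GENCODE lists as transcripts still to be tested, whose median deviation less that of coding genes of the same abundance was -0.27 (SD over the other 15 libraries 0.09), so less low-level background signal is a candidate explanation. Fewer non-endocrine cells is another, as the means of 7 of 7 lists of markers of other cells (fibroblast and stellate, macrophage, endothelial, acinar, duct, T cell and Schwann cell) were lower than those of genes of the same abundance, by over 2 standard errors for 3 of them (fibroblast and stellate, macrophage and T cell). Both may hold together, and how the sample differed in handling is not known.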

How the results depend on the processing

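The alternatives were those named with the processing of the data, and no test in this part was chosen only after the result was seen except the comparison of replicate numbers.

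With the calls of single genes, 2109 results of fits without one library kept their direction and their side of the threshold, while 108 lost a call, 6 gained one and 17 changed sign. Under the other alternatives 1136 did, 19 lost a call, 32 gained one and 8 changed sign. For lists of genes 600 results were kept without one library, with 4 lost and 4 gained, and 303 under the others, with 29 lost, 8 gained and 1 of changed sign. Every gene result that changed sign had a log2 fold change within 0.05 of 0 in the reported fit. The counts of genes changed in the first 4 comparisons stayed within 1.5 times the reported one under every scaling, filter, block and test, and the alternatives that moved them further were those that changed the threshold.

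A change of at least 1 on the log2 scale left 752 genes with IL-1β, 591 with butyrate in its presence, 549 with butyrate alone, 1326 with the combination against control, 5 whose butyrate effect differed with IL-1β, 71 raised by IL-1β and lowered by butyrate, and 11 lowered and then raised. It left 14 normalized genes also changed by butyrate alone, since it removes smaller changes by construction. An adjusted p under 0.05 gave 5595 genes with butyrate in the presence of IL-1β, 39 whose effect differed, 889 and 441 genes normalized in the one and the other direction, and 700 normalized genes also changed by butyrate alone, since it admits more genes by construction. It gave 3 Reactome tests past the threshold, where the reported number is 1. Under the definition of normalized that asks for no difference left from control, 337 of the 539 genes stayed.

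With DESeq2 the butyrate effect differed with IL-1β for 45 genes, 2 Reactome tests passed, and the correlation of both butyrate effects over all genes with a count was 0.227. Without a filter on low counts these values were 95, 6 and 0.157, and with at least 10 counts in every library the correlation was 0.845, so it depends on how many genes near the floor are included. All 18 genes of the reported fit were among the 45 and the 95. Among the genes changed by butyrate alone the correlation was 0.936. The innate immune genes had a median of -0.062 with butyrate in the presence of IL-1β (camera FDR 0.016 as reported, fry FDR 0.00063). The median was -0.063 without a filter (FDR 0.00028) and -0.059 with the replicate block (FDR 0.0099), and the FDR over 25 alternatives was from 0.00028 to 0.32. Other scalings moved the number of genes lowered by IL-1β and raised by butyrate from 202 to 365 (upper-quartile) and 112 (library size only), and fitting only the groups compared gave 120; the cause was not tested.

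With the genes raised or lowered by IL-1β as the background, 0 of the 12 Reactome tests passed (1 at an unadjusted p under 0.05), and the odds ratio of the innate immune set among the genes raised and then lowered was 1.18 (FDR 0.59, over 6 alternatives 2.3e-21 to 0.59). This follows from the immune genes already being frequent among those IL-1β raised. With this background the odds ratio in that direction was 0.615 for cytokine signaling (2.28 as reported), 0.914 for the neuronal set (1.25) and 4.29 for the cell cycle set (0.932, FDR 0.015 with this background), and that of the innate immune set among the genes lowered and then raised was 1.01 (0.725 as reported). The cell cycle set among the genes raised and then lowered had 1.02 with DESeq2 and 2.25 without a filter (FDR 0.0067). Without a filter the innate immune set among the genes lowered and then raised had 1.47, and the cell cycle set 1.13 (0.291 as reported). Of these tests that crossed 1, only that of the cell cycle set without a filter was past the threshold. Dropping the filter widened the background from 18587 to 42076 genes, which raises odds ratios by construction. With the correlation between genes estimated from the data, 2 of 87 tests of lists passed where the reported number is 29, both for the Figure 7B genes, which the study chose on these samples. The medians did not change with it, but the calls for butyrate alone were lost for the Reactome cell cycle set (-0.17, FDR 0.021), the S phase genes (-0.68, FDR 0.089), the G2/M genes (-1.99, FDR 0.089) and the antioxidant enzymes (-0.24, FDR 0.20). Each of these FDR is the highest of that list's alternatives, so whether the lists pass rests on how far their genes are taken to vary together.

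The share of the first principal component, 60.5% as reported, was 69.8% with 500 genes, 38.2% with all tested genes, 69.7% with the variance stabilizing transformation, 68.7% with the regularized log and 54.4% with a prior count of 0.5. The replicate block gave 132 genes whose butyrate effect differed with IL-1β, 840 and 375 normalized genes, 668 normalized genes also changed by butyrate alone and 2 Reactome tests past the threshold. It called 4537 genes with IL-1β, among them 3310 of the 3311 of the reported fit. With butyrate in the presence of IL-1β it called 4983 genes, with butyrate alone 4879 and with the combination against control 6899. Neither the paper nor the labels say that libraries of the same number were made together, but their residuals had a mean correlation of 0.152 over 24 pairs of different conditions (17 over 0.1), against -0.049 over 72 pairs of different numbers (6 over 0.1). They share at least a number, and the cause was not tested.

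Results near 0 that changed sign, none past the threshold, included these. Upper-quartile normalization gave 0.017 for the cytokine signaling genes with butyrate in the presence of IL-1β (-0.03 as reported) and, with butyrate alone, 0.036 for Ins1 (-0.02) and 0.018 for Mafa (-0.03). With at least 10 counts in every library Ins1 had 0.0032. With DESeq2, Ins2 had -0.0087 (0.01 as reported) with butyrate in the presence of IL-1β, and Ptgs1 -0.00032 with butyrate alone (0.01 as reported). Without a filter Ptgs1 had -0.011, with library size only -0.016, and with the replicate block -0.0023. For these signs the cause was not tested.

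Leaving out one library at a time gave 2758 to 3338 genes with IL-1β, 3114 to 3698 with butyrate in its presence, 2905 to 3915 with butyrate alone and 5029 to 5971 with the combination against control. The number whose butyrate effect differed was 11 (without butyrate replicate 1) to 25 (without IL-1β replicate 1). Genes raised and then lowered were 459 to 565, genes lowered and then raised 121 (without IL-1β plus butyrate replicate 3) to 199, with 133 without IL-1β replicate 3, and 290 to 379 were also changed by butyrate alone. The correlation was 0.696 (without control replicate 1) to 0.725, the first component held 59.0% (without IL-1β replicate 4) to 62.7% (without IL-1β replicate 1), 28 to 31 lists passed, and 108 to 118 of the calls of named genes, 119 as reported, were made. With at least 10 counts in every library 78 of these calls were made, since that filter removes genes by construction. The innate immune median with butyrate in the presence of IL-1β was -0.084 to -0.060. With butyrate alone Ins1 had -0.052 to 0.018, Mafa -0.094 to 0.032 and Ptgs1 -0.17 to 0.12, and with butyrate in the presence of IL-1β Ins2 had -0.086 to 0.071. Fewer samples per group make fewer calls by construction; for the other shifts the cause was not tested.

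Genes near the floor limit what the depth allows: a fold against a condition at or under 3 counts is a lower bound, and the fits of genes such as Nos2 and Lrg1 rest on a few counts in control islets. The lists of B cell and PP cell markers were not run, as they had fewer than 5 tested genes.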

Differences from the paper's values

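Figure 6B of the paper gives about 640 genes lowered by butyrate alone, read by eye, where 2112 were found here, while the paper's text gives 2181. None of the alternatives set before the data were examined closed the gap to the figure, as they gave 1566 to 3059 genes, and 267 with a change of at least 2-fold.

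The paper states that butyrate left the beta cell maturity genes unaffected in the presence of IL-1β, whereas Ins1 (-0.40, edgeR FDR = 6.3e-05) and Mafa (-0.77, edgeR FDR = 0.0062) were lowered further. For Mafa the call was lost without a filter on low counts, in the fit of only the groups compared, and without IL-1β replicate 1, 2 or 3 or IL-1β plus butyrate replicate 2 or 3 (adjusted p from 0.011 to 0.047).

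Among the IL-1β raised genes, the paper names Nos2, Gpx2 and Sstr5 as those most lowered by butyrate, without stating an order. Here Fcrls had a larger fall than Nos2 (-3.15 against -3.13). With DESeq2 Nos2 fell more (-3.14 for Fcrls and -3.18 for Nos2). The paper calls Gpx2 the gene most lowered by butyrate without IL-1β, where Gpx2 ranked 6 of 2112 by log2 fold change and 26 by p-value here. The paper's text can be read as saying that genes for transporter activity were raised by IL-1β, whereas those of Figure 7C fell with IL-1β (median -0.30) and rose with butyrate.

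Of the genes looked up from Figures 6C, 6D, 7B and 7C, 69 of 76 passed the threshold with IL-1β and 72 of 76 with butyrate in its presence, and of those labelled in Figure 8A 38 of 39 did with butyrate alone. With IL-1β, those that did not were Dnm1 (0.32, edgeR FDR = 0.016), Apol7c (4.38, edgeR FDR = 0.015), Stmn1 (-0.71, edgeR FDR = 0.015), Il6ra (0.12, edgeR FDR = 0.029), Psma5 (0.24, edgeR FDR = 0.014), Tnpo1 (-0.15, edgeR FDR = 0.012) and Clec4a3, which the filter on low counts removed. With butyrate in the presence of IL-1β they were Il6ra (-0.10, edgeR FDR = 0.063), Cox6a2 (0.69, edgeR FDR = 0.024), Kcnf1 (0.95, edgeR FDR = 0.027) and Clec4a3, and with butyrate alone Lrg1 (3.49, edgeR FDR = 0.23). DESeq2 called each of these except Psma5, which was over the threshold, and Clec4a3, which its own filter left without an adjusted p. The replicate block called Dnm1, Apol7c, Stmn1, Psma5, Tnpo1, Kcnf1 and, with IL-1β, Il6ra. Without a filter on low counts, Dnm1, Apol7c, Stmn1, Psma5 and Clec4a3 were called, with library size only Apol7c, Psma5 and, with IL-1β, Il6ra, with upper-quartile normalization and with at least 10 counts in every library Tnpo1, and with only the groups compared Cox6a2. Fits that left out one library called Clec4a3 (13 of 16 for each step), Dnm1 (without IL-1β replicate 1 or 3 or IL-1β plus butyrate replicate 2), Apol7c (without IL-1β replicate 3 or IL-1β plus butyrate replicate 1 or 2), Stmn1 (without control replicate 1), Psma5 (without IL-1β replicate 3 or 4, IL-1β plus butyrate replicate 2 or butyrate replicate 1), Tnpo1 (without IL-1β replicate 1) and Cox6a2 (without control replicate 1 or IL-1β plus butyrate replicate 4). At an adjusted p under 0.05, all passed but Il6ra with butyrate, Lrg1 and Clec4a3.

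The paper lists Syt7 among the genes raised by butyrate, and it was not past the threshold here (0.14, edgeR FDR = 0.022). It was with DESeq2, upper-quartile normalization, at least 10 counts in every library, only the groups compared and the replicate block, and at the threshold of 0.05 (adjusted p from 0.0032 to 0.12 over 25 alternatives). Casp2, which the paper lists with them, had -0.08 (edgeR FDR = 0.38), and none of 25 alternatives called it. The symbol was looked up as the paper prints it, and whether another gene was meant there cannot be told. The paper excepts Snap25, which butyrate raised in the presence of IL-1β (0.21, edgeR FDR = 0.0066), a call that 6 of 25 alternatives lost. With butyrate alone it had 0.18 (edgeR FDR = 0.019), which was past the threshold with upper-quartile normalization, at least 10 counts in every library, only the groups compared, the replicate block, without butyrate replicate 2, and at the threshold of 0.05, and the 2 effects differed by 0.03 (edgeR FDR = 0.98).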

Other observations

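The comparisons, the tests of lists and the alternatives were those set beforehand and named with the processing of the data. Chosen beforehand too were the tests of fibroblast, duct and endothelial markers, of scaling and of the shared IL-1β libraries. So were that of the median of the macrophage markers and the counts over splits for the first 3 comparisons. The other tests in this part were chosen only after the result was seen.

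Other splits of the libraries were fitted for each comparison of conditions. For IL-1β against control, butyrate in the presence of IL-1β and butyrate alone, 1 of 35 splits each, the real one, gave as many changed genes. The other splits gave 0 genes past the threshold, and at most 2951, 3580 and 2695 genes at an unadjusted p under 0.05, against 6675, 7409 and 7175 with the real ones. The same held for the 539 and the 202 normalized genes when the libraries of IL-1β and of IL-1β plus butyrate were parted anew, with 1 of 35 each. Other splits mix both conditions in each group, so the difference between the conditions widens the spread there and counts near 0 follow from the mixing, which makes these counts of splits weak evidence. For medians of lists, the real split was likewise the largest of 35, with a next largest size of 1.31 for the G2/M genes and 0.54 for the S phase genes with butyrate alone, 0.43 for the Figure 7B genes and 0.76 for the macrophage markers with butyrate in the presence of IL-1β. Selection on the shared IL-1β libraries as the source of the normalized genes was tested on 20 simulations without a butyrate effect, which gave at most 1 such gene. These called at most 2 genes for butyrate in the presence of IL-1β, against 3629 in the data. The cut-off on the unadjusted p was thus stricter in them, so the selection stays untested at that of the data.

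Across all tested genes, the IL-1β effect with butyrate present had a Pearson correlation of 0.846 and a Spearman correlation of 0.658 with the IL-1β effect without butyrate.

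The fall of IL-1β induced inflammatory genes with butyrate may in part reflect fewer macrophages, or less RNA from them, in the islets. The 16 macrophage markers, none of which is among the 24 genes of Figure 7B and all of which were expressed in these islets, had a median log2 fold change of 2.18 with IL-1β (15 raised and 1 lowered, camera FDR = 9.5e-13). With butyrate in its presence the median was -0.84 (9 lowered over all genes and 12 adjusted over the list alone, camera FDR = 8.4e-08), against -0.87 for the Figure 7B genes, and with butyrate alone it was -0.52 (camera FDR = 0.081). With the correlation between genes estimated from the data, the FDR of the 3 comparisons was 0.086, 0.19 and 0.67, the highest of their 25 alternatives, the lowest being 3.1e-22, 3.3e-13 and 0.0019. Fewer macrophages would lower no gene more than their own markers, so genes more than 2 standard errors below the lowest marker were counted among the 24. In the presence of IL-1β there was 1, Nos2 (-3.13 against -1.27 for Adgre1). Casp1 (-1.72, SE 0.25), Cxcl1 (-1.45, SE 0.16), Il1b (-1.41) and Ptger4 (-1.40) lay below Adgre1 but not that far down, and Psmb10 (-1.19) did not lie below it. For this comparison a change in macrophages and a change of expression within cells cannot be told apart. The reason is that 1 gene decides nothing for the set and bulk islets do not show which cells the reads came from. With butyrate alone there were 3, Il1b (-1.68), Ptger4 (-1.60) and Psmb10 (-1.49 against -0.95 for Laptm5). For these 3 genes in that comparison the tables argue against macrophage content as the whole cause. Of the other 21, 7 had a fitted log2 fold change over 0 with butyrate alone, so there was no fall to explain. Nos2 was among these, but control islets were at the floor for it, so no size is given. For the 14 with a value under 0, macrophage content as the cause stays open.

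The fall of cell cycle genes with butyrate alone was weighed against the loss of other cells and against scaling. If fewer fibroblast, duct or endothelial cells were the cause, their markers would fall as well, but the lowest of the 3 medians was -0.074 (duct), against -1.99 for the G2/M genes. Over 3 other scalings the G2/M median lay between -2.02 and -1.94. A loss of macrophages would lower no gene more than their own markers, but 33 of the 54 G2/M genes lay more than 2 standard errors below the lowest marker (-0.95 for Laptm5). These tests argue against scaling, and against a loss of these cell types at large, as the whole cause. Markers of a whole cell type need not fall if only its dividing cells were lost or stopped dividing, so that stays open. An action of butyrate on dividing islet cells stays open as a hypothesis, and which cell type was affected cannot be read from bulk islets.

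With butyrate alone, genes of low abundance rose as a group. Abundance was taken from the IL-1β libraries, which this comparison does not use. The median log2 fold change was 0.26 for genes under a log2 CPM of -1, 0.15 and 0.07 in the next 2 bins, and -0.02, -0.05 and -0.02 in the upper 3. GC content and gene length did not explain it, as the rank correlation of abundance with the change was -0.22 after both were taken out and -0.24 before (18552 of 18587 genes had both). If background from unspliced or genomic reads were the cause, TEC loci would be expected to rise at least as much as coding genes, and in the lowest bin the difference was -0.16 (0.21 for TEC loci and 0.37 for coding genes). It was below 0 in 14 of 16 pairs of libraries (-0.28 to 0.07), so background and expression cannot be told apart, as TEC loci may follow background only in part and no direct measure of it is at hand.

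Nnt, which is partly deleted in the substrain C57BL/6J, had 13 to 39 counts per library and a mean CPM of 1.29, which is 1.53% of that of Ndufs1 (83.8), with 242 for Sdha. The paper and the labels differ in the name of the substrain, and a deletion and a low expression of Nnt in islets cannot be told apart, because counts per gene do not show which exons are missing and no library of the other substrain is at hand.

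Lists that belong at no statement of the paper had these medians with IL-1β, with butyrate in its presence and with butyrate alone. The 9 alpha cell markers had 0.14 (camera FDR = 0.44), -0.31 (camera FDR = 0.025, 4 lowered and 1 raised) and -0.44 (camera FDR = 1.1e-05, 5 lowered), the last with an FDR from 7.7e-10 to 0.090 over 25 alternatives, of which 1 lost the call. For the 6 delta cell markers they were -0.01, 0.26 and 0.15 (camera FDR = 0.71, 0.22 and 0.43), and for the 9 endothelial markers -0.07, 0.57 and 0.43 (camera FDR = 0.78, 0.044 and 0.048). The 10 duct markers had 0.36 (camera FDR = 2.1e-05, 6 raised), -0.14 (camera FDR = 0.23) and -0.07 (camera FDR = 0.84). For the 12 fibroblast and stellate markers they were -0.38, 0.37 and 0.11 (camera FDR = 0.23, 0.84 and 0.86), for the 7 acinar markers 0.70, -0.83 and -0.54 (camera FDR = 0.50, 0.29 and 0.72), for the 5 T cell markers -0.13, 0.11 and 0.11 (camera FDR = 0.91, 0.42 and 0.63) and for the 5 Schwann cell markers -0.48, 0.25 and -0.10 (camera FDR = 0.22, 0.58 and 0.94). The 38 genes of the insulin secretion set had 0.03, -0.07 and -0.01 (camera FDR = 0.92, 0.51 and 1.0), and the 59 histone genes 0.04 with IL-1β (camera FDR = 0.036) and -0.06 with butyrate in its presence (camera FDR = 0.63).

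Several genes, among them genes of the acute phase such as Orm1 and Saa3, were raised by IL-1β and further by butyrate in its presence. Lrg1 went from 83 to 372 counts with IL-1β to 562 to 1135 with both, a log2 fold change of 2.03 (edgeR FDR = 0.0011), Orm1 had 2.61 (edgeR FDR = 0.00049) and Csf3 2.27 (edgeR FDR = 3.0e-06). Ceacam10 (1.93, edgeR FDR = 5.9e-05) and Saa3 (0.84, edgeR FDR = 0.0015), chosen after their values were seen, went the same way, while Lcn2 had 0.83 (edgeR FDR = 0.090). The genes of 2 receptors for short chain fatty acids, also chosen after their values were seen, were expressed in all conditions. Ffar2 had a CPM of 47.9 in control islets, 42.2 with IL-1β, 50.7 with both and 52.5 with butyrate, and Ffar3 one of 22.5, 18.4, 18.4 and 25.3. Butyrate raised Ffar2 in the presence of IL-1β (0.27, edgeR FDR = 0.0029), and IL-1β lowered Ffar3 (-0.29, edgeR FDR = 0.0013). No explanation was tested for these genes.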
